# Mitochondrial arginase-2 is essential for IL-10 metabolic reprogramming of inflammatory macrophages

**DOI:** 10.1038/s41467-021-21617-2

**Published:** 2021-03-05

**Authors:** Jennifer K. Dowling, Remsha Afzal, Linden J. Gearing, Mariana P. Cervantes-Silva, Stephanie Annett, Gavin M. Davis, Chiara De Santi, Nadine Assmann, Katja Dettmer, Daniel J. Gough, Glenn R. Bantug, Fidinny I. Hamid, Frances K. Nally, Conor P. Duffy, Aoife L. Gorman, Alex M. Liddicoat, Ed C. Lavelle, Christoph Hess, Peter J. Oefner, David K. Finlay, Gavin P. Davey, Tracy Robson, Annie M. Curtis, Paul J. Hertzog, Bryan R. G. Williams, Claire E. McCoy

**Keywords:** miRNA in immune cells, Acute inflammation, Phagocytes, Metabolism

## Abstract

Mitochondria are important regulators of macrophage polarisation. Here, we show that arginase-2 (Arg2) is a microRNA-155 (miR-155) and interleukin-10 (IL-10) regulated protein localized at the mitochondria in inflammatory macrophages, and is critical for IL-10-induced modulation of mitochondrial dynamics and oxidative respiration. Mechanistically, the catalytic activity and presence of Arg2 at the mitochondria is crucial for oxidative phosphorylation. We further show that Arg2 mediates this process by increasing the activity of complex II (succinate dehydrogenase). Moreover, Arg2 is essential for IL-10-mediated downregulation of the inflammatory mediators succinate, hypoxia inducible factor 1α (HIF-1α) and IL-1β in vitro. Accordingly, HIF-1α and IL-1β are highly expressed in an LPS-induced in vivo model of acute inflammation using *Arg2*^−/−^ mice. These findings shed light on a new arm of IL-10-mediated metabolic regulation, working to resolve the inflammatory status of the cell.

## Abstract (web summary)

IL-10 can limit inflammation in part by inhibiting miR-155. Here the authors show how this axis induces mitochondrial arginase-2 to alter the mitochondrial dynamics and bioenergetics of macrophages and make these cells less pro-inflammatory.

## Introduction

Macrophages are important immune cells that can exert either pro-inflammatory or anti-inflammatory functions, for innate as well as adaptive immune responses^1^. Metabolically, it has been shown that in vitro ‘M1-like’ inflammatory macrophages utilize aerobic glycolysis for the generation of ATP. This is accompanied with a downregulation of mitochondrial oxidative phosphorylation (OxPhos) and an accumulation of certain metabolites in the tricarboxylic acid (TCA) cycle, such as citrate and succinate^2,3^. Conversely, diverse anti-inflammatory stimuli including IL-10, IL-4, and IL-13 are ‘M2-like’ anti-inflammatory phenotype inducers. M2-like cells are shown to favour the use of OxPhos^4,5^, which has been linked to specific alterations in macrophage mitochondrial dynamics^6–8^.

IL-10 is an anti-inflammatory cytokine acting in an autocrine fashion in macrophages to limit inflammatory responses by decreasing the production of pro-inflammatory cytokines^9,10^. Simultaneously, IL-10 increases anti-inflammatory genes, typically in a STAT3 dependent manner^10–13^. Furthermore, inflammatory macrophages utilize arginine for the production of nitric oxide (NO), which IL-10 can limit by inhibiting the transcription of inducible nitric oxide synthase mRNA (*Nos2*)^14,15^ or by enhancing the degradation of iNOS protein^10,16^. Concomitantly, IL-10 increases arginase expression to limit the availability of arginine for NO production^13,17^. In fact, IL-10 was shown to regulate macrophage glycolytic commitment by preserving OxPhos through its suppression of NO^18^ or via suppression of mammalian target of rapamycin (mTOR)^19^. It has also been shown that IL-10, via STAT3, inhibits the pro-inflammatory microRNA miR-155^20^. IL-10 was shown to modulate miR-155 target genes suggesting a distinct mechanism that IL-10 uses to maintain an anti-inflammatory state in macrophages^20^.

Here, we identify *Arg2* as one of the most prominent metabolic genes regulated by the IL-10/miR-155 axis. We also show that IL-10-mediated induction of Arg2 protein is essential for skewing mitochondrial dynamics and bioenergetics in inflammatory macrophages towards an oxidative phenotype, particularly by enhancing activity of complex II (CII) at the electron transport chain (ETC). This work highlights Arg2 as a downstream mediator of IL-10 and provides a mechanism for its function as a resolver of inflammation.

## Results

### Arg2 is positively regulated by IL-10 in inflammatory macrophages

We first identified the gene *Arg2* when investigating regulation of inflammatory macrophages at the interface of the IL-10/miR-155 axis. A microarray was performed to examine gene expression changes between wild type (WT) murine bone marrow-derived macrophages (BMDM) stimulated with LPS (inflammatory) compared to those stimulated with LPS + IL-10 (anti-inflammatory) or to *miR155*^*−/−*^ BMDM stimulated with LPS, *miR-155*^*−/−*^(LPS) (predicted anti-inflammatory) (Fig. 1a and Supplementary Fig. 1a). 

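Genes of the type I interferon response, which encode antiviral proteins and their regulators, were lowered as a list by IL-10 in WT BMDM, by romer. They were higher as a list in *miR-155*-/-(LPS) than in WT(LPS), also by romer. Neither call held by camera with an estimated correlation between genes. Of 28 such genes, *Ifit1* was lower in WT(LPS + IL-10) at an adjusted p under 0.05 from limma and 27 did not pass the test (25 lower when adjusted over the list alone). The list's median log2 fold change was −1.16 (romer, adjusted p = 0.0018, and adjusted p = 0.176 with an estimated correlation). In *miR-155*-/-(LPS), 11 of the 28 were higher and 17 did not pass the test (23 higher when adjusted over the list alone). Their median was 1.09 (romer, adjusted p = 0.0018, and adjusted p = 0.479 with an estimated correlation). *Isg20*, an antiviral exonuclease, was higher by 2.80 (adjusted p = 0.00614, up to 0.0735 with 1 array left out). The GTPases *Gbp3*, *Mx1* and *Mx2* were higher by 2.69 (adjusted p = 0.0109, up to 0.102), 2.50 (adjusted p = 0.0379, up to 0.236) and 2.39 (adjusted p = 0.0221, up to 0.159).
The 8 arrays held 4 groups of 2: BMDM of 2 WT and 2 *miR-155*-/- donors, each stimulated for 24 h with LPS (100 ng/ml) or with LPS and IL-10 (20 ng/ml). Their number limits the precision. By their labels the WT animals are female and the *miR-155*-/- animals male. Comparisons of *miR-155*-/- with WT arrays therefore do not separate genotype from sex. The authors deposited RMA-normalised log2 values, and limma was fitted to all 8 arrays with the mouse donor as a random block. *Mir155hg*, the host transcript of miR-155, was low on every array, at 2.73 and 4.02 in WT(LPS), 2.31 and 2.01 in WT(LPS + IL-10), 2.14 and 2.19 in *miR-155*-/-(LPS) and 1.70 and 2.00 in *miR-155*-/-(LPS + IL-10). Whether its probe set lies in the deleted part is not given in the sources used here, so these values do not check the genotype labels.
In WT(LPS + IL-10), 310 probe sets were selected against WT(LPS) (150 higher, 160 lower) and 14 passed an adjusted p of 0.05. They included 8 named genes: *Igfbp6*, which binds insulin-like growth factors, rose by 2.41 (adjusted p = 0.0381, up to 0.527 with 1 array left out) and *Tnfsf14*, a TNF family ligand, by 2.20 (adjusted p = 0.0327, up to 0.261). *Ms4a4c*, a membrane protein of activated myeloid cells, fell (−2.96, adjusted p = 0.0266, up to 0.22 with 1 array left out), as did the interferon-induced *Slfn4* (−2.32, adjusted p = 0.0445, up to 0.564) and *Ifi213* (−2.19, adjusted p = 0.0327, up to 0.428). *Siglece*, an inhibitory sialic acid receptor, fell (−2.18, adjusted p = 0.0445, up to 0.564), as did *Slfn1* (−1.96, adjusted p = 0.0445, up to 0.564; its other probe set went the opposite way) and *Ifit1* (−1.78, adjusted p = 0.0472, up to 0.564). Each of these 8 calls ended without any 1 of the 8 arrays, and 269 to 799 probe sets were then selected (565 without WT(LPS) replicate 1, 799 without WT(LPS + IL-10) replicate 1).
In *miR-155*-/-(LPS), 1135 probe sets were selected (686 higher, 449 lower) and 659 passed an adjusted p of 0.05 (428 higher, 231 lower). With 1 array left out, 1065 to 1895 (without WT(LPS) replicate 2) were selected. The number that passed was then 53 and 115 without *miR-155*-/-(LPS) replicates 1 and 2, 76 and 153 without WT(LPS) replicates 1 and 2, 272 without either *miR-155*-/-(LPS + IL-10) array and 478 without either WT(LPS + IL-10) array. With only the arrays compared 77 passed, and with probe sets of a mean of at least 6 1523 did. With an intensity trend and robust hyperparameters together 1570 passed. The T cell chemoattractant *Cxcl11* rose by at least 5.44 (adjusted p = 0.00178) and *Shisa3*, a Wnt and FGF receptor regulator, by at least 5.17 (adjusted p = 8.74e-05), from 3.18 and 1.77 in WT(LPS), near the lowest signals. The sialoglycoprotein *Spn* rose by 5.32 (adjusted p = 0.00178) and the prothrombinase *Fgl2* by 3.97 (adjusted p = 0.00134). *Lrmda*, a melanocyte differentiation gene, fell (by at least 5.11, to a low 3.26, adjusted p = 0.000909), as did the gelatinase *Mmp9* (−3.79, adjusted p = 0.00178). On the probe sets given, these 6 genes passed the test without each of the 8 arrays in turn. Another probe set of *Mmp9* (−3.06, adjusted p = 0.00538) did not pass without WT(LPS) replicate 1. Other rises were those of *Ifit1bl1*, an IFIT family gene, by 4.97 (adjusted p = 0.0084, up to 0.0876 with 1 array left out), the Ras activator *Rasgrp1* by 4.54 (adjusted p = 0.012, up to 0.118). *Zfp811* rose by 4.11 (adjusted p = 0.0136, up to 0.122), *BC147527* by 4.08 (adjusted p = 0.00601, up to 0.0684) and endothelin-1 (*Edn1*) by 4.02 (adjusted p = 0.0039, up to 0.0569). The calprotectin subunit *S100a9* fell (−3.12, adjusted p = 0.0153, up to 0.13 with 1 array left out), as did the collagen *Col18a1* (−2.92, adjusted p = 0.00803, up to 0.0613) and the costimulatory receptor *Cd28* (−2.79, adjusted p = 0.0173, up to 0.122). The coagulation factor *F13a1* fell (−5.64, adjusted p = 0.0361, up to 0.224), as did the collagen receptor subunit *Itga1* (−4.17, adjusted p = 0.0345, up to 0.224). Also lower was the calcium channel *Cacna1d* (−2.83, adjusted p = 0.0209, up to 0.165). The calls of *F13a1*, *Itga1* and *Cacna1d* also ended without both arrays of WT donor 1, in which fibroblast and stromal markers were high.
Of 17 genes of antigen presentation and costimulation, none passed the test in WT(LPS + IL-10) (limma, 5 lower at an unadjusted p under 0.05, 4 lower when adjusted over the list alone). Their median was −0.21 (romer, adjusted p = 0.0018, and adjusted p = 0.176 with an estimated correlation). In *miR-155*-/-(LPS), 6 were higher and 11 did not pass the test (9 higher and 1 lower when adjusted over the list alone). Their median was 0.62 (romer, adjusted p = 0.0018, and adjusted p = 0.0900 with an estimated correlation). Among them the ICOS ligand *Icosl* rose by 2.93 (adjusted p = 0.0254, up to 0.198 with 1 array left out; the gene's other probe set went the opposite way). *Cd40* rose by 1.75 (adjusted p = 0.0153, up to 0.135), the MHC class II chain *H2-Ab1* by 1.60 (adjusted p = 0.0417, up to 0.214) and the peptide transporter *Tap1* by 1.51 (adjusted p = 0.0221, up to 0.167).
Fibroblast and stromal markers were high on both arrays of WT donor 1: *Col1a1* read 11.63 and 11.86 there, against 6.30 and 7.18 for WT donor 2. The same collagen read 4.67 and 4.06 for *miR-155*-/- donor 1 and 8.00 and 7.90 for *miR-155*-/- donor 2. The donor medians of the 13 markers were 10.65, 4.91, 3.75 and 5.07 in the same order, and 11 of the 13 were highest in WT donor 1. In *miR-155*-/-(LPS) against WT(LPS) the proteoglycan *Lum* alone of the 13 passed, higher by at least 2.57 from a low 2.70 (adjusted p = 0.0125, up to 0.109 with 1 array left out), and the list's median was −2.63 (romer, adjusted p = 0.747 for a fall). None of the 13 passed in WT(LPS + IL-10) (limma, 0 at an unadjusted p under 0.05), with a median of −7.27e-04 (romer, adjusted p = 0.966). Markers of other blood cells passed in neither comparison by romer. For T and NK cells the medians were −0.08 in WT(LPS + IL-10) (adjusted p = 0.867) and −0.02 in *miR-155*-/-(LPS) (adjusted p = 0.913), and without WT donor 1 romer gave adjusted p = 0.0367 and 0.0014 for a fall. For B cells they were 0.18 (adjusted p = 0.415) and −0.03 (adjusted p = 0.913), and for mast cells, basophils and erythroid cells −0.07 (adjusted p = 0.849) and −6.01e-04 (adjusted p = 0.845). Dendritic cell markers had medians of −0.16 (adjusted p = 0.415 for a fall, and 0.0204 by fry) and 0.03 (adjusted p = 0.939). Of 14 neutrophil and granulocyte markers, 4 were lower in *miR-155*-/-(LPS) (*Mmp9*, *S100a9*, *S100a8* and *Mmp8*) and 10 did not pass. The list had a median of −0.03 and a mean of −0.54 (adjusted p = 0.857), and in WT(LPS + IL-10) the median was 0.11 (adjusted p = 0.640). The calls of *S100a8* (−1.17, adjusted p = 0.0141) and the collagenase *Mmp8* (−2.40, adjusted p = 0.0463) ended with 1 array left out (up to 0.126 and 0.262).

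**Figure D1:**
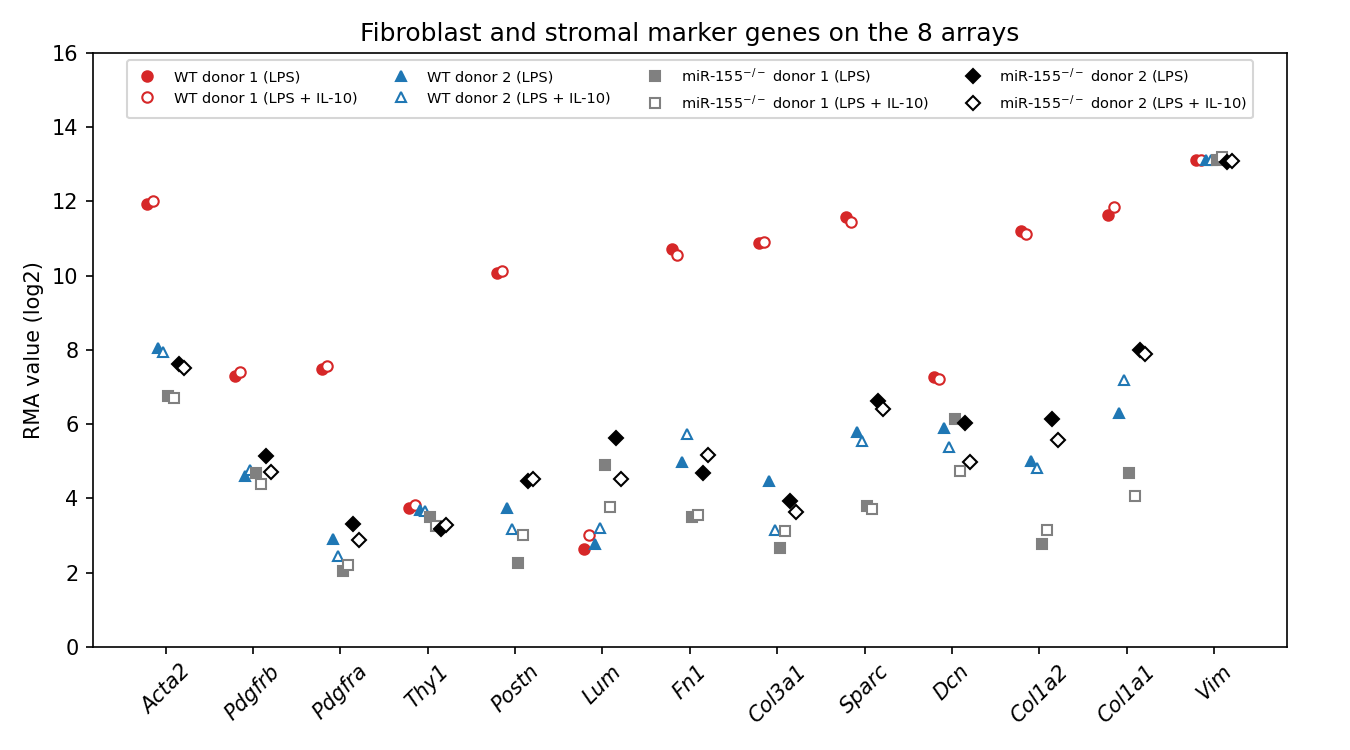
Deposited log2 values (RMA) of 13 fibroblast and stromal markers on the 8 arrays. The 2 arrays of WT donor 1 hold the highest values of 11 of the 13 markers, and *Vim* lies between 13.07 and 13.21 on every array.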

Rotation gene set enrichment analysis (ROMER) indicated that the highest proportion of genes on this axis converged on metabolic pathways (Supplementary Fig. 1b). In particular, *Arg2* displayed enhanced expression in both the WT(LPS + IL-10) and *miR-155*^*−/−*^(LPS) groups (Fig. 1b), and was the only gene with a miR-155 binding site in its 3′UTR (Fig. 1b and Supplementary Fig. 1c)^21^. 

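Genes of glycolysis and glucose uptake were raised by IL-10 in WT BMDM by romer, while none of the mitochondrial lists passed that test in either comparison. Of 19 glycolytic genes, none passed an adjusted p of 0.05 on its own in WT(LPS + IL-10) (limma, 6 higher and 1 lower at an unadjusted p under 0.05, 5 higher when adjusted over the list alone). Of the 19, 18 had a positive log2 fold change and the median was 0.17 (romer, adjusted p = 0.0018, and adjusted p = 0.176 with an estimated correlation). In *miR-155*-/-(LPS) none passed either (4 higher and 1 lower at an unadjusted p under 0.05, 1 higher over the list alone), and the median was 0.15 (romer, adjusted p = 0.362; fry, 0.0093; romer without WT donor 1, 0.0477).
Of 21 genes of arginine, nitric oxide and polyamine metabolism, 4 were higher in *miR-155*-/-(LPS) and 17 did not pass (6 higher and 2 lower when adjusted over the list alone). They included the cationic amino acid transporter *Slc7a2* (3.74, adjusted p = 0.00644, up to 0.077 with 1 array left out; another probe set 2.91, adjusted p = 0.00475, up to 0.0587), *Gatm* and *Gch1*. *Gatm*, which uses arginine to make guanidinoacetate, was higher by 2.63 (adjusted p = 0.00718, up to 0.0752) and *Gch1*, which makes the nitric oxide synthase cofactor tetrahydrobiopterin, by 1.25 (adjusted p = 0.0445, up to 0.251). The list's median was 0.09 (romer, adjusted p = 0.657; fry, 0.0093; romer without WT donor 1, 0.0477). None of the 21 passed in WT(LPS + IL-10) (limma, 3 higher and 3 lower at an unadjusted p under 0.05, 2 higher and 2 lower over the list alone). The median of −0.11 and the mean of 0.05 differ in sign (romer, adjusted p = 0.415 for a fall).
Of 25 genes of the TCA cycle, none passed in WT(LPS + IL-10) (limma, 1 lower at an unadjusted p under 0.05) or in *miR-155*-/-(LPS) (1 higher and 3 lower), with medians of −0.05 (romer, adjusted p = 0.415) and −0.05 (adjusted p = 0.431). Complex I, the NADH dehydrogenase, had medians over 34 genes of −0.11 in WT(LPS + IL-10), where 30 were negative, and −0.10 in *miR-155*-/-(LPS), with none passing (limma, 0 and 2 lower at an unadjusted p under 0.05; romer, adjusted p = 0.580 and 0.749). The 8 genes of complex II, the succinate dehydrogenase and its assembly factors, had medians of −0.10 and −0.06, with none passing (limma, 0 in both at an unadjusted p under 0.05; romer, adjusted p = 0.775 and 0.857). Its subunits had log2 fold changes in WT(LPS + IL-10) and *miR-155*-/-(LPS) of −0.06 and −0.07 for *Sdha*, −0.32 and 0.21 for *Sdhb*, −0.27 and −0.35 for *Sdhc* and 0.12 and −0.05 for *Sdhd*. Complexes III, IV and V, which carry electrons to oxygen and make ATP, had medians over 34 genes of −0.09 and −0.12, with none passing (limma, 0 and 1 lower at an unadjusted p under 0.05; romer, adjusted p = 0.541 and 0.576). By camera with a preset correlation of 0.01, complexes III, IV and V were lower in both comparisons (adjusted p = 0.0158 and 0.0136) and complex I in WT(LPS + IL-10) (adjusted p = 0.0101). None of 17 genes of mitochondrial fusion and fission passed (limma, 0 in WT(LPS + IL-10), 1 higher and 1 lower in *miR-155*-/-(LPS) at an unadjusted p under 0.05), with medians of −0.05 (romer, adjusted p = 0.644 for a fall) and 0.01 (mean −0.02, adjusted p = 0.747 for a fall). Fatty acid oxidation, with 22 genes, had medians of −0.02 (mean 0.00; romer, adjusted p = 0.779) and −0.03 (adjusted p = 0.657), with none passing (limma, 0 in WT(LPS + IL-10), 2 higher and 2 lower in *miR-155*-/-(LPS) at an unadjusted p under 0.05).
Of 19 targets of HIF-1, which responds to low oxygen, none passed in WT(LPS + IL-10) (limma, 9 higher at an unadjusted p under 0.05) and 8 were higher when adjusted over the list alone. The median was 0.38 (romer, adjusted p = 0.0551; fry, 0.0204; romer without WT donor 1, 0.0014). In *miR-155*-/-(LPS) none passed (2 higher and 2 lower at an unadjusted p under 0.05) and the median was −0.02 (romer, adjusted p = 0.913). Over both treatments, 11 of the 19 were highest in WT donor 1, as were most stromal markers. *Hif1a* itself had log2 fold changes of 0.23 (adjusted p = 0.559) and −0.02 (adjusted p = 0.96), and in *miR-155*-/-(LPS) its 3 other probe sets were positive. NRF2 targets, 19 genes of the antioxidant response, had medians of −0.07 and −0.03, with none passing (limma, 7 lower in WT(LPS + IL-10), 4 higher and 5 lower in *miR-155*-/-(LPS) at an unadjusted p under 0.05; romer, adjusted p = 0.334 and 0.714). *Nfe2l2*, which encodes NRF2, had log2 fold changes of 0.09 in WT(LPS + IL-10) and 0.39 in *miR-155*-/-(LPS) (adjusted p = 0.288). Its other probe set gave −0.10 and 0.88 in the same order (limma, unadjusted p = 0.664 and 0.00923).
Cholesterol biosynthesis, with 20 genes, had a median of 0.43 in WT(LPS + IL-10), with none passing (limma, 8 higher at an unadjusted p under 0.05, 2 higher over the list alone; romer, adjusted p = 0.415; camera with the preset correlation, 8.28e-07). In *miR-155*-/-(LPS) the sterol carrier *Stard4* alone was lower (−0.99, adjusted p = 0.0268, up to 0.192 with 1 array left out), 19 did not pass and the median was −0.33 (romer, adjusted p = 0.576; camera with the preset correlation, 1.15e-04). Of these 20 genes, 16 were highest in WT donor 1, which also held the highest stromal markers. For 16 genes of cholesterol efflux and lipid handling the medians were −0.05 (limma, none passing, 3 lower at an unadjusted p under 0.05; romer, adjusted p = 0.670) and −0.35 (romer, adjusted p = 0.414 for a fall). The scavenger receptor *Cd36* alone was lower in *miR-155*-/-(LPS) (−1.01, adjusted p = 0.0245, up to 0.167 with 1 array left out). None of 27 lysosomal genes passed (limma, 0 in WT(LPS + IL-10), 7 lower in *miR-155*-/-(LPS) at an unadjusted p under 0.05), with medians of 0.02 (romer, adjusted p = 0.849) and −0.08 (adjusted p = 0.576). Of 21 genes of the unfolded protein response, the chaperone *Dnajc3* was lower in *miR-155*-/-(LPS) (−1.08, adjusted p = 0.0304, up to 0.199 with 1 array left out) and 20 did not pass (4 higher and 9 lower over the list alone). The median was −0.26 (romer, adjusted p = 0.414; fry, 0.0362). None passed in WT(LPS + IL-10) (limma, 1 lower at an unadjusted p under 0.05), with a median of 0.07 and a mean of −0.01 (romer, adjusted p = 0.779 for a rise). Over both treatments 12 of the 21 were highest in WT donor 1, as the stromal markers were. Cell cycle genes, 29 in number, had medians of −0.14 (romer, adjusted p = 0.779) and −0.29 (adjusted p = 0.714), with none passing (limma, 2 lower in WT(LPS + IL-10), 2 higher and 7 lower in *miR-155*-/-(LPS) at an unadjusted p under 0.05).

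**Figure D2:**
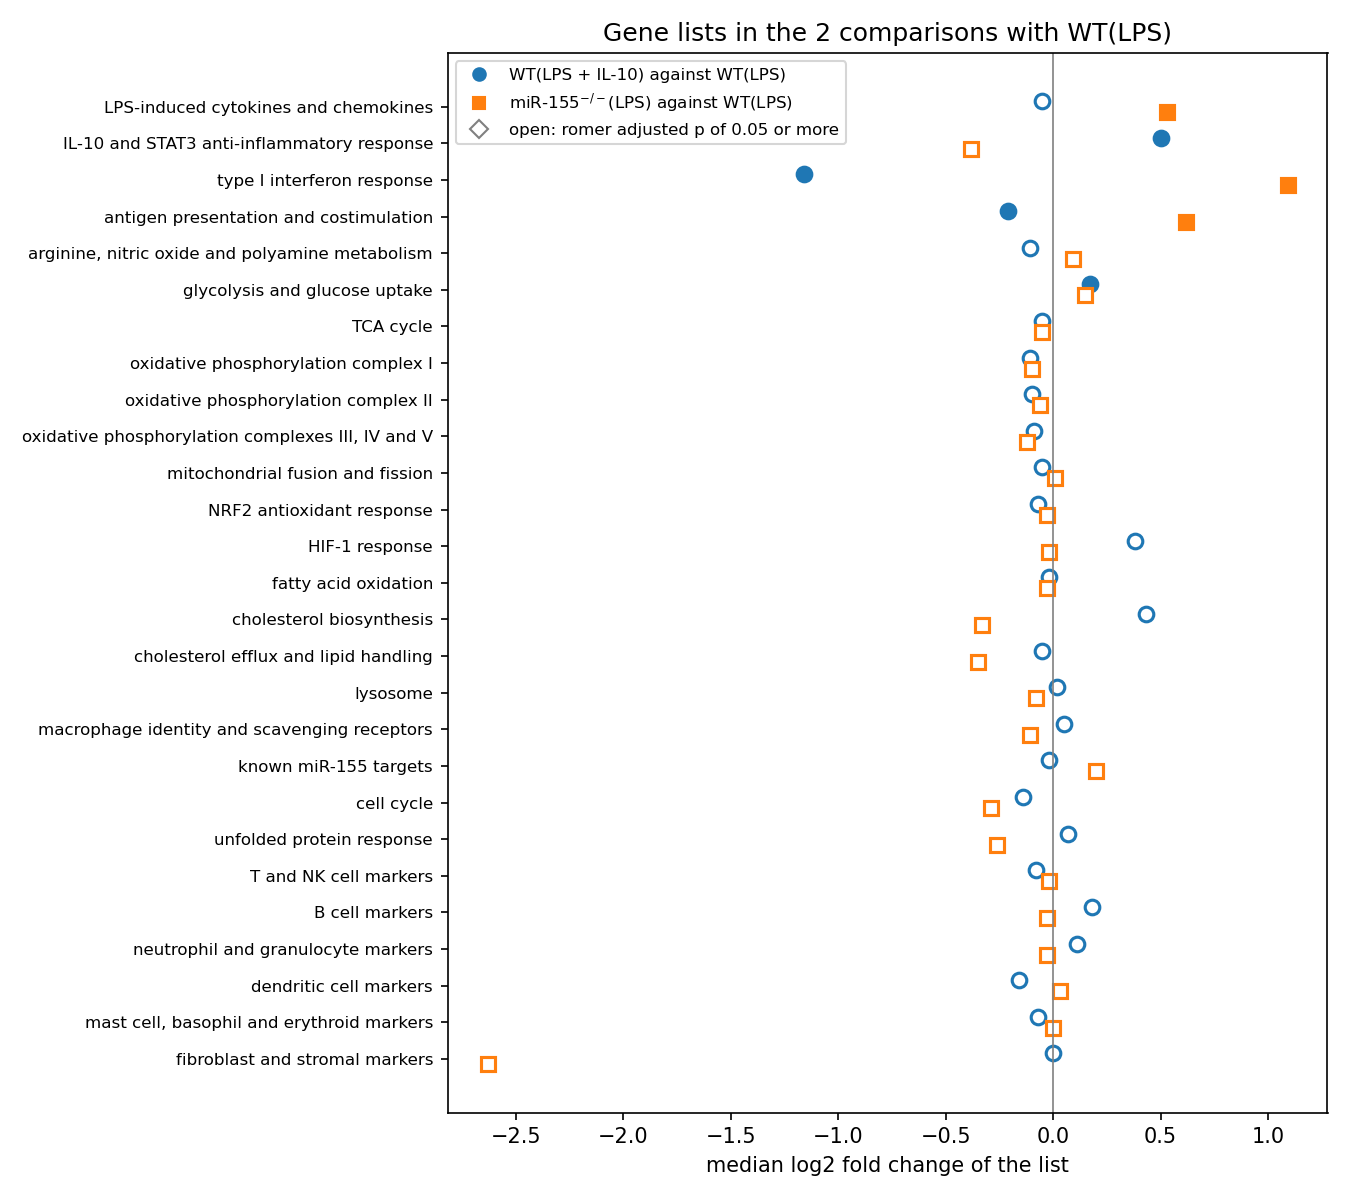
Median log2 fold change of 27 gene lists in WT(LPS + IL-10) and in *miR-155*-/-(LPS) against WT(LPS), with filled symbols for a romer adjusted p under 0.05 and open symbols otherwise. The type I interferon response lies at −1.16 and 1.09, and the TCA cycle and oxidative phosphorylation lists lie between −0.12 and −0.05.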

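*Nos2*, whose product makes nitric oxide from arginine, was close to the lowest signals, at 2.45 ± 0.21 in WT(LPS). From there its log2 fold changes were at least 0.77 in WT(LPS + IL-10) (limma, adjusted p = 0.294) and at least 0.97 in *miR-155*-/-(LPS) (adjusted p = 0.0974). Neither passed the test.
Of 23 known miR-155 targets, 2 were higher in *miR-155*-/-(LPS) and 21 did not pass (3 higher and 3 lower when adjusted over the list alone). They included *Peli1*, a ubiquitin ligase of Toll-like receptor signalling, at 0.80 (adjusted p = 0.0395, up to 0.241 with 1 array left out). The median of the targets was 0.20 (romer, adjusted p = 0.414 for a rise). None of the 23 passed in WT(LPS + IL-10) (limma, 4 higher and 2 lower at an unadjusted p under 0.05, 3 higher over the list alone). There the median of −0.02 differs in sign from the mean of 0.18 (romer, adjusted p = 0.640 for a rise). Binding sites in 3′UTRs were not analysed here.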

We confirmed *Arg2* was a miR-155 target in macrophages by a luciferase assay, where *Arg2* 3′UTR activity was significantly suppressed in the presence of a miR-155 mimic, and reciprocally enhanced in the presence of the antagomir (Fig. 1c). Importantly, Arg2 protein levels were greater in *miR-155*^*−/−*^(LPS + IL-10) compared to *miR-155*^*+/+*^(LPS + IL-10), as opposed to Arg1 whose expression was consistent between genotypes (Fig. 1d).

**Fig. 1:**
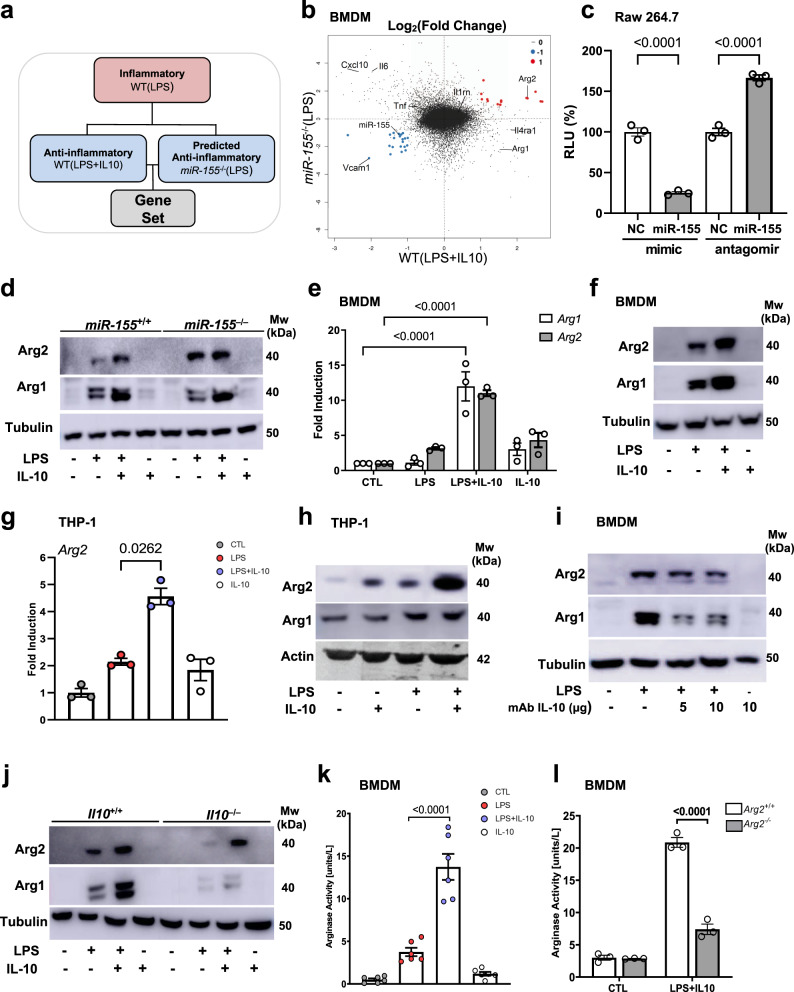
Arginase-2 is regulated by an IL-10/miR-155 axis in inflammatory macrophages. Macrophages (BMDM, Raw 264.7, or THP-1) were left untreated or stimulated with either LPS, LPS + IL-10, or IL-10 alone for 24 h. **a** Schematic of microarray design. Comparison of gene expression changes between WT(LPS) BMDM (inflammatory), WT(LPS + IL-10) BMDM (anti-inflammatory) or *miR-155*^−/−^(LPS) BMDM, (predicted anti-inflammatory). **b** MA plot illustrating log fold-change between *miR-155*^−/−^(LPS) and WT(LPS + IL-10) activated macrophages with common upregulated (red) and downregulated (blue) genes. Also shown are common inflammatory and anti-inflammatory genes in macrophages. **c** Luciferase activity assay of the *Arg2* 3′UTR reported as relative light units (RLU) in the presence or absence of miR-155 mimic or inhibitor in Raw 264.7 cells (*n* = 3 independent experiments). Non-targeting control (NC) mimic or inhibitor are reported as reference and set at 100%. **d** Arg2 and Arg1 protein levels in *miR-155*^+/+^ and *miR-155*^−/−^ BMDM. Representative of *n* = 3 biological replicates. **e** RT-PCR analysis of *Arg2* and *Arg1* mRNA levels in BMDM (*n* = 3 biological replicates). Data compared by normalizing to *m18s* and analyzing relative fold change to unstimulated controls. **f** Arg2 and Arg1 protein levels in BMDM. Representative of (at least) *n* = 5 biologically independent experiments. **g** RT-PCR analysis of *Arg2* mRNA levels in THP-1 cells (*n* = 3 independent experiments. Data points represent average of technical triplicates per independent experiment). Data were compared by normalizing to *m18s*, and analyzing relative fold change compared to unstimulated controls. **h**–**j** Arg2 and Arg1 protein levels (representative of *n* = 3 biological independent experiments) in **h** THP-1 cells, **i** BMDM in the presence or absence of IL-10Ra (anti-IL-10R) antibody at indicated concentrations, **j** *Il10*^+/+^ and *Il10*^−/−^ BMDM. **k**, **l** Urea as output of arginase activity in: **k** wild-type BMDM (*n* = 6 biological replicates), and **l** *Arg2*^+/+^ vs *Arg2*^−/−^ BMDM (*n* = 3 biological replicates). **c**, **e**, **g**, **k**, **l** Data shown is mean with error bars representing ± SEM. Data were analysed by **c** Ordinary one-way ANOVA, and **e**, **l** two-way ANOVA, followed by **c**, **e** Tukey’s and **l** Sidak’s multiple comparisons post-hoc test. **g**, **k** Data for LPS vs LPS + IL-10 compared by paired two-tailed *t*-test. *P*-values are indicated on graphs for statistically significant comparisons.

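The genes selected as higher in both comparisons included the acute-phase protein *Saa1*, the cholesterol hydroxylase *Ch25h* and the hypoxia-induced *Ndrg1*. Those selected as lower included the adhesion molecule *Vcam1*, the fusion receptor *Dcstamp* and the iron exporter *Slc40a1*. At an unadjusted p under 0.05 and a log2 fold change over 1 in size, 14 probe sets were higher in both comparisons, 12 of them with 1 gene symbol, from 9 genes. Another 22 were lower in both, 20 of them with a symbol, from 17 genes. Of the 14, 1 passed an adjusted p of 0.05 in both comparisons, an unnamed transcript (1.54 in WT(LPS + IL-10), adjusted p = 0.0266, and 1.02 in *miR-155*-/-(LPS), adjusted p = 0.0137). Of the 22, none passed in both (limma), 6 passed in *miR-155*-/-(LPS) and 0 in WT(LPS + IL-10).
*Saa1* had log2 fold changes of 2.68 (adjusted p = 0.0806) in WT(LPS + IL-10) and 1.23 (adjusted p = 0.23) in *miR-155*-/-(LPS). *Slamf1*, a bacterial sensor and costimulatory receptor, had 2.50 (adjusted p = 0.179) and 1.93 (adjusted p = 0.181). For *Ndrg1* they were 1.47 (adjusted p = 0.0782) and 1.05 (adjusted p = 0.0732), and for *Ch25h* 1.03 (adjusted p = 0.318) and 1.41 (adjusted p = 0.0922). *Itgb8*, an integrin that activates TGF-β, had 1.08 (adjusted p = 0.366) in WT(LPS + IL-10) and rose by 2.77 (adjusted p = 0.0188, up to 0.149 with 1 array left out) in *miR-155*-/-(LPS). *Mgarp*, a mitochondrial transport protein, had 1.02 (adjusted p = 0.264) and rose by 1.79 (adjusted p = 0.0324, up to 0.153). The protease *Prss46* had 1.56 and 1.31, and the transcription factor *Sox5* 1.56 and 1.23, with 4 and 5 of its 7 probe sets in the same direction.
*Vcam1* had −1.47 (adjusted p = 0.309) in WT(LPS + IL-10) and fell (−2.57, adjusted p = 0.0417, up to 0.263 with 1 array left out) in *miR-155*-/-(LPS), and its other probe sets went the same way (−2.06 and −2.85 for one of them). *Dcstamp*, needed for the fusion of macrophages, had −2.64 (adjusted p = 0.0896) in WT(LPS + IL-10) and was selected as lower in *miR-155*-/-(LPS) too (adjusted p = 0.26). *Slc40a1* had −1.09 and −2.04 (adjusted p = 0.0419 in *miR-155*-/-(LPS), up to 0.178) and, on another probe set, −1.50 and −1.97 (adjusted p = 0.0494, up to 0.218). The proton pump subunit *Atp6v0d2* had −1.06 in WT(LPS + IL-10). In *miR-155*-/-(LPS) it fell by at least 2.29, to a low 2.74 (adjusted p = 0.0214). *Lyzl4*, a lysozyme-like gene, had −1.14 and −1.68 (adjusted p = 0.0228 in *miR-155*-/-(LPS)). The calls of *Atp6v0d2* and *Lyzl4* ended with 1 array left out. Lipoprotein lipase (*Lpl*) had −1.14 and −1.50, the glutathione transferase *Gsta3* −1.08 and −1.44. The dicarboxylate transporter *Slc13a3* had −1.13 and −1.06, the caveolar *Cav1* −1.39 and −1.05 and the costimulatory ligand *Tnfsf4* −1.25 and −1.11. The chromatin protein *Hmga2* had −1.02 and −1.94, the Ras effector *Rin1* −1.19 and −2.02 with its 2 probe sets apart in WT(LPS + IL-10), and the GTPase *Diras2* −1.49 and −1.17 with its 2 probe sets apart in *miR-155*-/-(LPS). *Cyp2s1* had −1.38 and −1.41, *Efr3b* −1.22 and −1.29 with its 2 probe sets apart in both comparisons, and *Rasgrp3* −1.18 and −1.15. *Mir155hg*, whose signal was low on every array, had −1.21 and −1.21. With 1 array left out each lay between −1.89 and −0.54, so their size is uncertain.
Because the same 2 WT(LPS) arrays stand in both comparisons, unchanged groups were simulated against shared arrays 100 times. These gave 18.65 probe sets higher and 19.28 lower in both on average (ranges 8 to 31 and 10 to 32), against 14 and 22 observed and 2.29 and 1.60 for independent lists of the observed sizes. The simulated lists held 134.7 and 166.87 probe sets on average and those observed 310 and 1135, so the simulated and observed counts are not on an equal footing. The covariance of the log2 fold changes was −0.0071, against 0.0280 simulated (range 0.0243 to 0.0314). In total the shared arrays gave 37.93 probe sets in the same direction without any change, against 36 observed and 3.88 for independent lists. The observed number rose without either WT(LPS) array and without WT(LPS + IL-10) replicate 1. It fell without WT(LPS + IL-10) replicate 2 and without *miR-155*-/-(LPS) replicate 1. No unchanged groups were simulated for those fits, so it cannot be set against the simulated totals there.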

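As a list, inflammatory cytokine and chemokine genes were higher in *miR-155*-/-(LPS) than in WT(LPS) by romer. Camera with an estimated correlation did not call that list (adjusted p = 0.0900). *Il4ra*, which carries IL-4 and IL-13 signals, read higher on both WT(LPS + IL-10) arrays than on either WT(LPS) array. *Cxcl10*, a chemokine for T cells, rose by 3.39 in *miR-155*-/-(LPS) (SE 0.294, adjusted p = 0.00607, up to 0.0613 with 1 array left out) and had a log2 fold change of −2.35 in WT(LPS + IL-10) (SE 0.256, adjusted p = 0.0604). *Il6* had 3.36 in *miR-155*-/-(LPS) (SE 0.993, adjusted p = 0.192) and −1.98 in WT(LPS + IL-10) (SE 0.866, adjusted p = 0.548), where its values were 6.52 and 2.86. *Tnf* had 1.06 (adjusted p = 0.0517) and −0.65 (adjusted p = 0.313), and *Il1b* 0.85 (adjusted p = 0.0604) and −0.33 (adjusted p = 0.539), in the same order. The list of 27 LPS-induced genes holds cytokines and chemokines and also the enzyme genes *Ptgs2* and *Nos2*. Of the 27, 6 were higher in *miR-155*-/-(LPS), 1 was lower and 20 did not pass (14 higher and 1 lower when adjusted over the list alone). The median was 0.53 (romer, adjusted p = 0.0018, and adjusted p = 0.0900 with an estimated correlation). They included the interferon-γ-induced chemokine *Cxcl9*, higher by 3.25 (adjusted p = 0.0119, up to 0.0818 with 1 array left out), and *Il1a*, higher by 3.08 (adjusted p = 0.0141, up to 0.122). None of the 27 passed in WT(LPS + IL-10) (limma, 4 higher and 5 lower at an unadjusted p under 0.05, 2 higher and 3 lower over the list alone), with a median of −0.05 and a mean of −0.26 (romer, adjusted p = 0.605 for a fall).
*Il4ra* had a log2 fold change of 1.83 in WT(LPS + IL-10) (SE 0.226, adjusted p = 0.0726) and of −0.79 in *miR-155*-/-(LPS) (SE 0.259, adjusted p = 0.236), where another of its probe sets gave 0.09. *Il1rn*, the IL-1 receptor antagonist, had 0.15 (adjusted p = 0.718) and 0.32 (adjusted p = 0.365), and its probe sets ranged from 0.39 and 0.64 to 0.03 and 0.84. *Stat3*, which carries the IL-10 signal, had 0.73 (adjusted p = 0.252) and −0.02, and *Il10* had −1.05 (adjusted p = 0.487) and −0.84 (adjusted p = 0.475). Of 18 genes of the IL-10 and STAT3 anti-inflammatory response, none passed in WT(LPS + IL-10) (limma, 8 higher and 2 lower at an unadjusted p under 0.05), and 6 were higher and 1 was lower when adjusted over the list alone. The median was 0.50 (romer, adjusted p = 0.0054, and adjusted p = 0.176 with an estimated correlation). Without WT donor 1, which held high stromal markers, romer gave adjusted p = 0.159. In *miR-155*-/-(LPS), 1 of the 18 was higher, 2 were lower and 15 did not pass (4 higher and 6 lower over the list alone), with a median of −0.38 (romer, adjusted p = 0.587 for a fall). The IL-10 receptor subunit *Il10ra* was higher by 0.85 (adjusted p = 0.0323, up to 0.188 with 1 array left out). The mannose receptor *Mrc1* was lower (−2.71, adjusted p = 0.0101, up to 0.0922), as was the haemoglobin scavenger receptor *Cd163* (−1.66, adjusted p = 0.0491, up to 0.283). The call of *Mrc1* also ended without both arrays of WT donor 1 (adjusted p = 0.072).
Of 21 genes of macrophage identity and scavenging, 4 were lower in *miR-155*-/-(LPS), 1 was higher and 16 did not pass (2 higher and 6 lower over the list alone), with a median of −0.11 (romer, adjusted p = 0.497 for a fall; fry, 0.0362). The fractalkine receptor *Cx3cr1* rose by at least 2.70 from a low 3.25 (adjusted p = 0.0204, up to 0.109 with 1 array left out) and the lipid receptor *Trem2* fell (−1.56, adjusted p = 0.0188, up to 0.159). None of the 21 passed in WT(LPS + IL-10) (limma, 1 higher and 1 lower at an unadjusted p under 0.05), with a median of 0.05 (romer, adjusted p = 0.849).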

Although IL-10 is broadly known to induce Arg1^10,13,22^, only one inference suggested an IL-10 mediated increase of Arg2 in inflammatory macrophages by an affymetrix array^10^. Here, we significantly extend those studies by validating upregulation of Arg2 by exogenous IL-10 in LPS-treated murine and human macrophages compared to cells treated with LPS or IL-10 alone, at both the mRNA and protein level (Fig. 1e–h and Supplementary Fig. 1d). In contrast, Arg1 appears to be synergistically upregulated by LPS + IL-10 only in murine macrophages (Fig. 1h and Supplementary Fig. 1d). The dependency of autocrine IL-10 in Arg2 upregulation was confirmed when LPS mediated induction of Arg2 was reduced in BMDM treated with an IL-10Rα blocking antibody (Fig. 1i) and in *Il10*^*−/−*^ BMDM stimulated with LPS (Fig. 1j). Moreover, the addition of exogenous IL-10 in LPS stimulated *Il10*^*−/−*^ BMDM restored Arg2 expression (Fig. 1j). Additionally, in BMDM treated with STATTIC, an inhibitor of STAT3, significantly reduced levels of Arg2 mRNA and protein were observed (Supplementary Fig. 1e–g).

We next sought to investigate arginase catalytic activity (conversion of L-arginine to L-ornithine) by measuring the by-product urea in LPS, LPS + IL-10, and IL-10 stimulated BMDM. Firstly, in WT BMDM LPS treatment increased urea production but this was significantly enhanced by the addition of IL-10 in LPS + IL-10 treated cells (Fig. 1k), an effect that was lost in *Il10*^−/−^ BMDM (Supplementary Fig. 1h). Pharmacological inhibition of the catalytic activity of arginase using the pan arginase inhibitor, nor-NOHA, confirmed the dependence of both isoforms on arginase activity in LPS + IL-10 stimulated cells (Supplementary Fig 1i, j). Furthermore, in order to establish the relative contribution of Arg1 and Arg2, we used siRNAs specific for each isoform (Supplementary Fig. 1k, l), and illustrated a reliance on both isoforms in the production of urea in LPS + IL-10 treated macrophages (Supplementary Fig. 1m). *Arg1*^−/−^ mice die approximately 2 weeks after birth, hampering the capacity for BMDM harvesting^23^. However, we confirmed the contribution of Arg2 to arginine metabolism in *Arg2*^−/−^ BMDM where there was a significant loss of urea production in *Arg2*^−/−^(LPS + IL-10) cells (Fig. 1l). A concomitant increase in NO levels was also detected (Supplementary Fig. 1n), suggesting an absence of Arg2 may enhance the availability of L-arginine for iNOS.

### Arg2 is localized at the mitochondria

In a further effort to identify independent roles for arginase isoforms, we focused on the fact that only *Arg2* contains a mitochondrial targeting sequence (MTS)^24^. Although this infers constitutive localization at the mitochondria, this has not been thoroughly validated in macrophages^25^ and translocation to the cytosol has been observed in endothelial cells^26^, indicating that Arg2 localization is a dynamic process influenced by different conditions. Here, we definitively illustrate mitochondrial Arg2 localization in macrophages by employing a variety of techniques, and more specifically, assess the impact of IL-10 on this process. We firstly showed that Arg2 is localized to the mitochondria in comparison to Arg1, utilising an in vitro transcription/translation (IVTT) system (Fig. 2a). Overexpressing plasmids for Arg1 (pCMV-Arg1) and Arg2 (pCMV-Arg2) over a time-course of 60 min showed Arg2 is avidly imported into the mitochondria. However, this was not the case for Arg1 (Fig. 2a compare lanes 2–4 and 7–9). Furthermore, Arg2 remained imported following depolarization of the mitochondrial membrane via addition of FCCP (lane 10), which may indicate that Arg2 is localized in the inner mitochondrial membrane (IMM) as proteins targeted to the mitochondrial matrix require membrane potential to cross the IMM^27,28^. However, future studies will need to confirm the true nature of this localization.

**Fig. 2:**
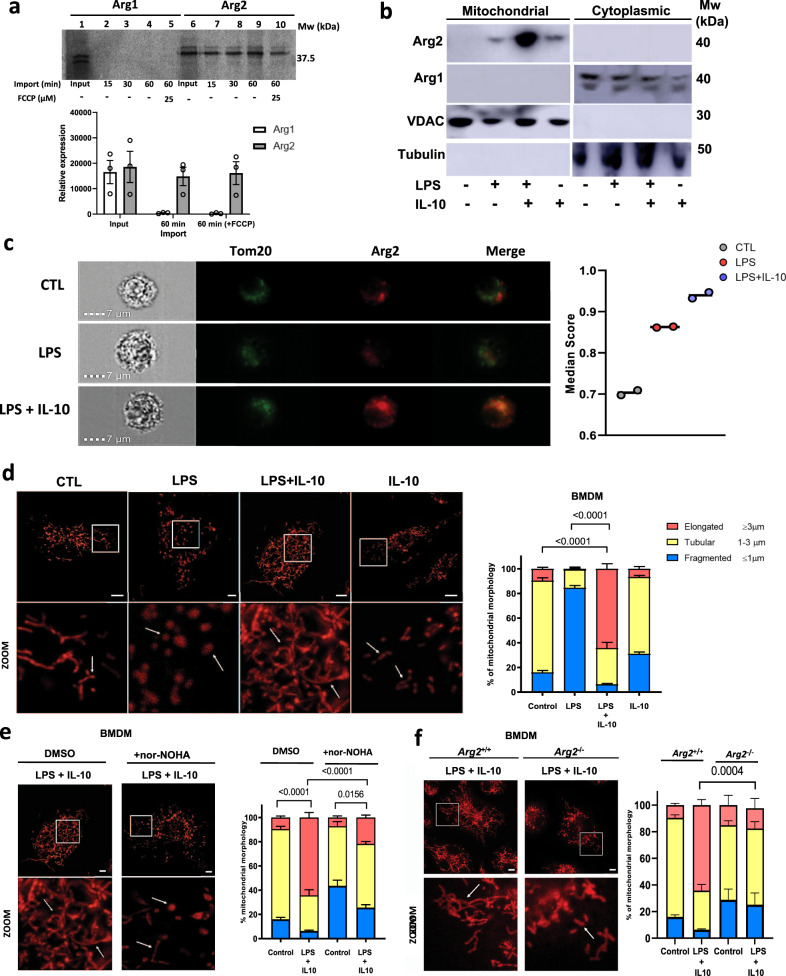
Arginase-2 regulates dynamics at mitochondria in response to IL-10 in inflammatory macrophages. **a** IVTT assay for mitochondrial import of pCMV-Arg1 and pCMV-Arg2. Gels were exposed to phosphor-scene for detection of imported proteins. 1 μl of complete IVTT protein was loaded as input control (lanes 1 and 6). Time course over 60 min showing bands representing proteins bound to and found inside the mitochondrial membrane. FCCP is used as a depolarising control. Radiograph representative of three experiments ran and processed in parallel. Graph shows densitometry analysis of the pooled experiments by measuring relative expression. **b** Immunoblot of Arg1 and Arg2 in fractionated *Il10*^–/**–**^ BMDM that were unstimulated (CTL), or stimulated with LPS, LPS + IL-10, or IL-10 alone. VDAC and β-tubulin are used as mitochondrial and cytoplasmic controls, respectively. Representative of three independent experiments. **c** ImageStream showing colocalization levels of Tom20 and Arg2 in BMDM that were unstimulated (CTL), or stimulated with LPS, or LPS + IL-10. (Left) Representative images shown from ~1000 events. Channels shown are bright field (Ch01), Tom20 (green/Ch02), Arg2 (red/Ch11), and a merge. Original magnification, ×60. (Right) Graph showing colocalization index of Tom20 and Arg2 in the different treatments over two independent biological experiments. Each data point represents median index of ~1000 processed images. **d**–**f** BMDM were either left unstimulated (CTL), or stimulated with LPS, LPS + IL-10 or IL-10 alone, and stained with MitoTracker Red-CMXRos. Mitochondrial morphology was observed by confocal microscopy. Lower panels show a higher magnification of the image within the white squares. Arrows show mitochondrial fusion and fission. Graphs show results of mitochondrial morphology analysis as a mean of *n* = 3 independent biological experiments. Scale bars represent 5 µm. **d** Wild-type BMDM, **e** BMDM pre-treated with DMSO or nor-NOHA and **f** *Arg2*^+/+^ and *Arg2*^–/–^ BMDM. **a**, **d**–**f** Data shown with error bars represents ± SEM. **d**–**f** Statistical significance was determined using two-way ANOVA with Tukey’s post-hoc test for multiple comparisons. *P*-values are indicated on graphs where there is significance between elongated mitochondrial fractions.

We next wanted to ascertain if our stimulations induced translocation of Arg2 to or from the mitochondria (as previously reported for endothelial cells in response to oxLDL^26^). We confirmed with cellular fractionation in BMDM that Arg2 is localized and upregulated at the mitochondria in response to LPS + IL-10 in *Il10*^–/–^ BMDM (Fig. 2b). This was not the case for Arg1, which was only detected in cytosolic fractions across treatments (Fig. 2b). Furthermore, using ImageStream^TM^ flow cytometry, Arg2 was predominantly expressed and localized with the mitochondrial protein, Tom20, especially in LPS + IL-10 stimulated cells (Fig. 2c). Quantitative analysis revealed colocalization of Tom20/Arg2 in quiescent cells was 44.6% (Supplementary Fig. 2a), which was boosted to 60% in LPS + IL-10 treated BMDM (Supplementary Fig. 2a). In addition, increased expression and localization of Arg2 at the mitochondria was also detected in Raw 264.7 macrophages treated with LPS + IL-10 (Supplementary Fig. 2b).

### Arg2 regulates mitochondrial dynamics

Given the considerable expression of Arg2 at the mitochondria in LPS + IL-10 cells, we decided to examine mitochondrial morphology and dynamics under our experimental conditions. Mitochondrial function is intimately linked to their plastic structure which continuously changes according to the needs of the cell^29^. For example, LPS is a well-documented inducer of excessive mitochondrial fission^29–31^, represented by small, punctate and fragmented mitochondria (≤1 μm).  Contrarily, a state of ‘fusion’ in which mitochondria are elongated (≥3 μm) facilitates mitochondrial respiration and survival^32^. Assessing mitochondrial dynamics revealed LPS-only stimulated cells exhibited significantly increased mitochondrial fission compared to controls (≤1 μm approx. CTL:16%; LPS:85%) (Fig. 2d). Remarkably, however, this state of fission was not only significantly reduced in LPS + IL-10 (≤1 μm approx. 6%) but mitochondria were found predominantly in a state of fusion (≥3 μm approx. LPS:10%; LPS + IL-10:64%) (Fig. 2d). Next, we examined whether arginase enzymatic activity was essential for this morphological effect. We saw mitochondrial fusion was significantly decreased (≥3 μm approx. 22%) in LPS + IL-10 treated BMDM pre-treated with nor-NOHA. (Fig. 2e and Supplementary Fig. 2c). More importantly, we showed that *Arg2*^–/–^(LPS + IL-10) cells (≥3 μm approx. 18%) exhibited significantly lower levels of fused mitochondria compared to *Arg2*^***+/+***^(LPS + IL-10) cells (≥3 μm approx. 64%) (Fig. 2f and Supplementary Fig. 2d).

### Arg2 increases mitochondrial respiration in macrophages

IL-10 has been shown to influence mitochondrial features and associated functions such as mass, membrane potential (ΔΨ_m_) and oxidative phosphorylation (OxPhos)^19^. Given the effect of Arg2 on mitochondrial dynamics, we investigated potential roles Arg2 may play in these IL-10 driven mitochondrial functions. We first demonstrated by flow cytometry that *Arg2*^–/–^ BMDM were comparable in overall cellular size and intracellular complexity to *Arg2*^+/+^ (Supplementary Fig. 2e, f). Furthermore, we found mitochondrial mass was unchanged between the genotypes in all experimental conditions (Supplementary Fig. 2g). However, we observed that the membrane potential, ΔΨ_m_, was significantly decreased in *Arg2*^–/–^(LPS + IL-10) cells compared to *Arg2*^+/+^(LPS + IL-10) (Supplementary Fig. 2h). As membrane potential is a driving force behind mitochondrial ATP synthesis, this finding led us to examine the effect of Arg2 on OxPhos. LPS-stimulated macrophages diminish their commitment to OxPhos as a means of energy production^33^ while exogenous IL-10 can promote OxPhos in LPS-stimulated *Il10*^–/–^ macrophages^19^. Certainly, we validated the ability of exogenous IL-10 to significantly restore OxPhos in *Il10*^–/–^ BMDM treated with LPS, as evidenced by increased basal oxygen consumption rate (OCR), maximal respiratory capacity (MRC) and OxPhos-induced ATP production (Supplementary Fig. 3a, b). However, restoration of these parameters by IL-10 was significantly reduced in Raw 264.7 macrophages treated with siRNA against *Arg2* (siArg2) compared to non-targeting controls (siNT) (Supplementary Fig. 3c). This finding was recapitulated in siRNA treated iBMDM (Fig. 3a, b and Supplementary Fig. 3d) and confirmed in *Arg2*^–/–^(LPS + IL-10) BMDM (Fig. 3c, d).

**Fig. 3:**
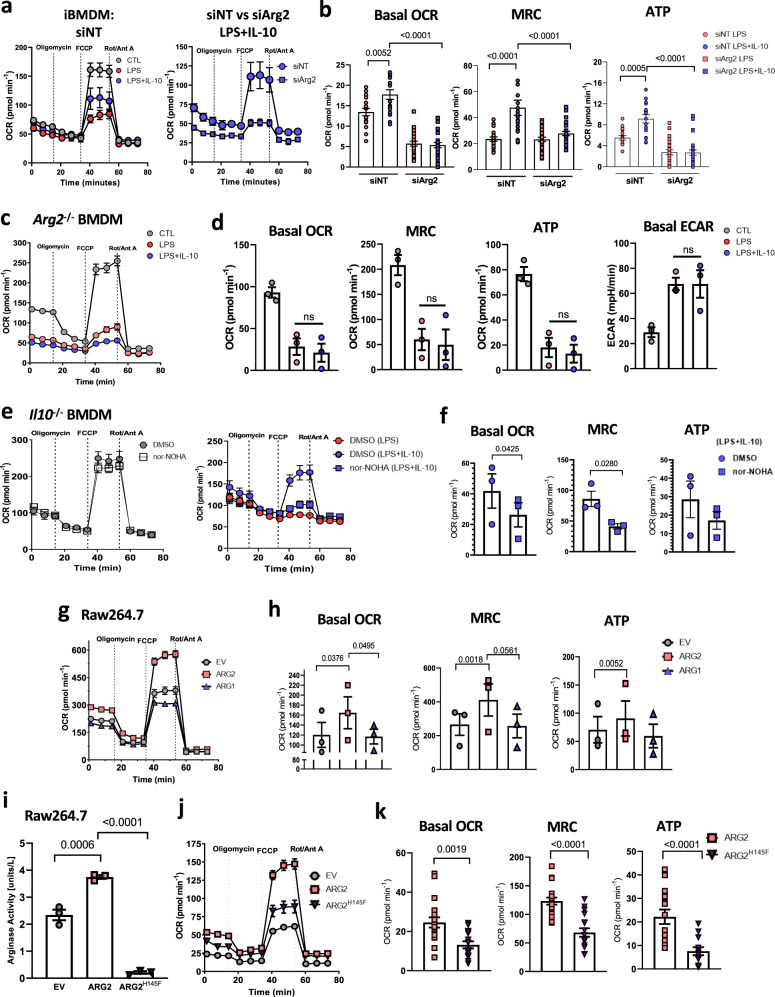
Arginase-2 enhances oxidative phosphorylation in inflammatory macrophages. **a**–**h**, **j**, **k** Oxygen consumption rates (OCR) were assessed by real-time metabolic flux assay by addition of Oligomycin (1 µM), FCCP (0.9 µM), and Rotenone + Antimycin A (Rot/Ant A) (0.5 µM) sequentially. **a** (Left) unstimulated siNT and si*Arg2* immortalized BMDM (iBMDM) cells and (right) LPS and/or LPS + IL-10 treated siNT vs si*Arg2* iBMDM (representative of *n* = 2 biological experiments). **b**, **d**, **f**, **h**, **k** Quantitative changes for the basal oxygen consumption rate (basal OCR), maximal respiratory capacity (MRC), and Oxphos-induced ATP levels. **b** LPS and LPS + IL-10 treated iBMDM cells that were either transfected with siNT or si*Arg2*. Data points shown are pooled 15–20 technical replicates of two independent experiments. **c** *Arg2*^–/–^ BMDM (trace representative of *n* = 3 biological repeats). **d** Quantitative changes in oxidative parameters for unstimulated, or LPS/ LPS + IL-10 stimulated *Arg2*^–/–^ BMDM (*n* = 3 biological experiments). **e** *Il10*^–/–^ BMDM (left) unstimulated, or (right) LPS/LPS + IL-10 stimulated (*n* = 3 biological experiments). Cells were either pre-treated with DMSO or with 150 μM nor-NOHA for 1 h before addition of IL-10 and/or LPS stimulations. **f** Quantitative changes in *Il10*^–/–^ BMDMs pre-treated with DMSO or nor-NOHA in oxidative parameters for LPS + IL-10 treated cells. Data points are biological replicates (*n* = 3). **g** Raw264.7 macrophage expressing pCMV-EV, pCMV-Arg1 or pCMV-Arg2. Trace representative of three independent experiments. **h** Quantitative oxidative parameters changes in Raw264.7 cells transfected with overexpression plasmids from (**g**). Data points are three independent experiments (*n* = 3). **i**–**k** Raw 264.7 macrophage expressing pCMV-EV, pCMV-Arg2 or catalytic dead mutant pCMV-H145F. **i** Arginase activity assay. Data points indicate three independent experiments. **j** Mitochondrial OCR trace representative of two independent experiments. **k** Arg2 vs H145F OCR parameters. Data points show pooled 15–20 technical replicates from two independent experiments. **a**–**k** Data is presented for all traces and scatter plots as mean ± SEM. **d**, **f**, **h** Each biological or independent data point shown had 10–20 technical replicates. Data were analysed for statistical significance using a two-tailed Student’s *t*-test, and **b**, **I**, **k** using ordinary one-way ANOVA with Tukey’s post-hoc test for multiple comparisons. Respective *p*-values are indicated on graphs for results that were statistically significant.

Next we investigated the requirement of arginase catalytic activity in this process, and found that basal OCR and MRC were significantly blunted in *Il10*^–/–^ (LPS + IL-10) cells pre-treated with nor-NOHA, with a concomitant reduction in OxPhos-induced ATP (Fig. 3e, f). Similar to BMDM, significantly downregulated OxPhos was observed in Raw 264.7 macrophages pre-treated with nor-NOHA (Supplementary Fig. 3e). To understand the relative contribution of Arg1 vs Arg2 on OxPhos, we looked at their in situ oxidative respiratory parameters in Raw 264.7 by overexpression plasmid studies, confirmed by immunoblot analysis (Supplementary Fig. 3f). Mitochondrial respiration results demonstrated that pCMV-Arg2 significantly boosted OxPhos (Fig. 3g**)**, as shown by increased OCR parameters (Fig. 3h). However, no difference was detected between pCMV-Arg1 and the empty vector control, pCMV-EV (Figs. 3g and h). Finally, we specifically tested the importance of Arg2’s catalytic activity by mutating its catalytic site at Histidine-145^34^ to Phenylalanine (H145F). An arginase assay confirmed the catalytic inactivity of the H145F mutant (Fig. 3i), while immunoblotting illustrated comparable expression to wild-type pCMV-Arg2. (Supplementary Fig. 3g). Subsequently, we demonstrated that the catalytic site of Arg2 played a significant role in its regulation of OxPhos (Fig. 3j), as all parameters of Oxphos were downregulated in the H145F mutant compared to pCMV-Arg2 (Fig. 3k). Collectively, this is the first report of the Arg2 isoform influencing oxidative machinery in an immune cell type.

### Succinate dehydrogenase/complex II activity is increased by Arg2

Having established that Arg2 boosts oxidative metabolism at the mitochondria, we wanted to unravel the details of this process and hence, looked towards the TCA cycle and ETC. Firstly we explored the impact of IL-10 on general TCA cycle metabolites by utilizing unbiased gas chromatography-tandem mass spectrometry (GC-MS). We observed that compared to controls, LPS + IL-10 mitochondrial wild-type BMDM pellets exhibited significantly increased levels of fumarate and malate (Supplementary Fig. 4a), two metabolites downstream of enzyme succinate dehydrogenase (SDH). This was corroborated by another study demonstrating significantly decreased levels of fumarate and malate in *Il10*^–/–^ BMDM in response to LPS, compared to their wild-type counterparts^18^.

SDH is a bi-functional enzyme that acts as a central component of the TCA cycle, and also serves as complex II (CII) at the ETC. To investigate the function of the ETC in a normal structural context, we examined individual complex activity by measuring the oxygen consumption rate (OCR) of permeabilized cells following treatment with Glutamate and Malate for complex I (CI), and Succinate for CII^35^. The OCR by CI and CII was significantly upregulated in LPS + IL-10 BMDM compared to unstimulated or LPS-stimulated cells (Fig. 4a). A possible role for IL-10 on complex activity was confirmed in *Il10*^–/–^ BMDM where significantly reduced CI and CII activity was detected in resting *Il10*^–/–^ cells compared to wild type controls (Supplementary Fig. 4b). Next, it was important to examine any impact of Arg2 in this setting. Interestingly, a significant decrease only in CII-specific OCR was detected in quiescent *Arg2*^–/–^ compared to *Arg2*^+/+^ BMDM, whereas CI specific OCR was comparable between genotypes (Fig. 4b). Furthermore, addition of exogenous IL-10 failed to boost CII-specific OCR in *Arg2*^–/–^(LPS + IL-10) cells comparatively (Fig. 4c). We also observed a significant gene dosage effect when comparing LPS + IL-10 treatments in Arg2 homozygous (*Arg2*^+/+^), heterozygous (*Arg2*^+/–^) and deficient (*Arg2*^–/–^) BMDM (Fig. 4d). Conversely, overexpression of Arg2 in Raw 264.7 macrophages boosted CII-dependent OCR (Fig. 4e). This was significantly blunted in the cells expressing the H145F catalytic mutant, demonstrating the importance of Arg2’s catalytic activity in this process. Importantly, we confirmed that overexpression of Arg1 had no significant impact on CII activity relative to empty vector (pCMV-EV) control (Fig. 4e).

**Fig. 4:**
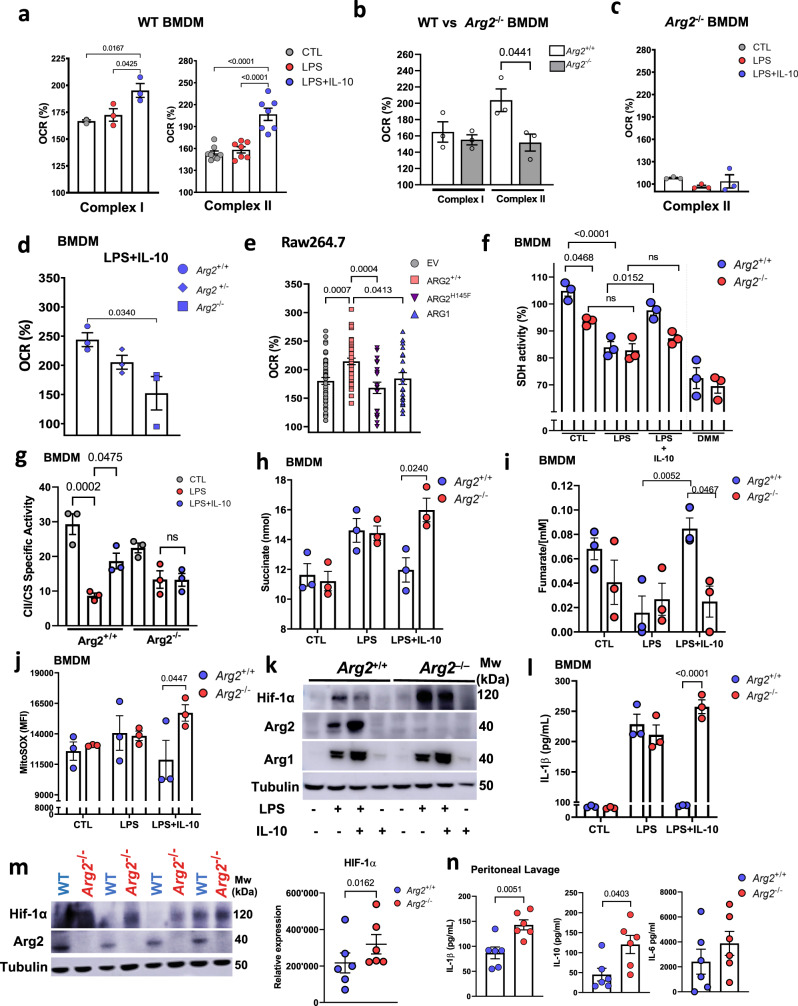
Arginase-2 influences complex-II activity and regulates IL-1β secretion. **a**–**e** XF*e*96 based comparison of complex I and/or complex II specific OCR in untreated (CTL) BMDM or stimulated cells (with LPS or LPS + IL-10 for 24 h). Data plotted as oxygen consumption rate percentage (OCR%) increase after addition of substrate: **a** wild-type cells. *n* = 3 (complex I) and *n* = 7 (complex II) biological replicates. **b** Quiescent wild-type (*Arg2*^+/+^) vs *Arg2*^–/–^, **c** CTL vs stimulated *Arg2*^–/–^, **d** LPS + IL-10 stimulated *Arg2*^+/+^, *Arg2*^+/–^, and *Arg2*^–/–^; **b**–**d** Data shown are biological *n* = 3. **e** Complex II specific OCR in Raw 264.7 overexpressing pCMV-SPORT6 plasmids for EV (empty vector), Arg2, H145F, and Arg1. Data show 20 technical replicates (for H145F and Arg1) and 40 technical replicates (for EV and Arg2) over two independent experiments. **f** SDH activity as determined by MTT assay in *Arg2*^+/+^ and *Arg2*^–/–^ BMDM. SDH inhibitor dimethylmalonate (DMM) used as a control (*n* = 3 biological replicates). **g** Complex II specific activity measured by UV-VIS spectrophotometry in lysates from *Arg*2^+/+^ and *Arg2*^–/–^ BMDM. Activity was normalized to citrate synthase (CS) as control (*n* = 3 biological triplicates), **h**–**l** Comparison of wild-type (*Arg2*^+/+^) and *Arg2*^–/–^ BMDM for levels of **h** succinate, **i** fumarate, **j** mitochondrial ROS (mtROS) by staining with mitoSOX, **k** protein expression for Hif-1α, Arg2, Arg1, and β-tubulin (as loading control); **l** IL-1β ELISA comparing secretion levels in supernatants. **h**–**j**, **l** *n* = 3 biological replicates, and **k** representative of *n* = 3 independent experiments; **m**, **n** *Arg2*^+/+^ and *Arg2*^–/–^ C57Bl/6J mice were given i.p injection of LPS at 10 mg/kg for 8 h: **m** (Left) Hif-1α, Arg2, and β-tubulin in spleen. Blot representative of six mice each from wild-type (WT) and *Arg2*^–/–^. (Right) densitometry analysis showing relative expression levels of Hif-1α (*n* = 6); **n** IL-1β, IL-10, and IL-6 secretion levels in peritoneal lavage (*n* = 6 biological replicates). **a**–**j**, **l**–**n** Data are presented for scatter plots as mean ± SEM. Data were analysed by **a**–**g**, **l** ordinary one-way ANOVA with Tukey’s multiple comparisons, **h**, **j**, **n** two-tailed *t*-test with Welch’s correction, and **I**, **m** two-tailed paired *t*-test. Wherever significant, exact *p*-value is given on the figure.

In an effort to fully validate our findings with respect to Arg2 and CII activity, we also measured the reduction of MTT to formazan, a common assay for SDH activity^36^, which showed that *Arg2*^–/–^ BMDMs had significantly lower levels of SDH activity in both resting and LPS + IL-10 treatment conditions (Fig. 4f). No difference was observed between *Arg2*^+/+^ and *Arg2*^–/–^ after LPS-only stimulation in this assay. The treatment of cells with the SDH inhibitor dimethyl malonate (DMM), as a positive control for the assay, reduced SDH activity in both genotypes to below baseline (Fig. 4f). Similar to our flux analyser experiments, overexpression of Arg2 in Raw 264.7 macrophages boosted CII activity in an MTT assay, and this was significantly blunted in H145F expressing cells (Supplementary Fig. 4c). Finally, we interrogated CII specific activity using a single wavelength spectrophotometer technique and expressing it as a ratio to citrate synthase (CS) specific activity in order to normalize activities to mitochondrial mass, as previously described^37^. Results demonstrated that CII specific activity was significantly decreased in resting *Arg*2^–/–^ BMDM compared to *Arg2*^+/+^ controls (Fig. 4g). Additionally, exogenous IL-10 could significantly restore CII specific activity in *Arg2*^+/+^ (LPS + IL-10) cells when compared to *Arg2*^+/+^ (LPS). However, this ability of IL-10 to restore CII specific activity was lost in *Arg2*^–/–^ (LPS + IL-10) BMDM (Fig. 4g). These results implicating a role for Arg2 in CII specific activity were upheld when measuring cellular succinate and fumarate in LPS + IL-10 *Arg2*^–/–^ BMDM compared to wild-type controls. Here we demonstrated that IL-10 reduced overall succinate (Fig. 4h) and boosted fumarate levels in LPS + IL-10 stimulated BMDM compared to LPS alone (Fig. 4i). This effect was once again lost in *Arg2*^–/–^(LPS + IL-10) BMDM (Fig. 4h-i).

### Arg2 regulates HIF-1α and IL-1β during acute inflammation

The mechanism of LPS-stimulated breaks in the TCA cycle and abnormal ETC activity are broadly considered inflammatory^38^. In such instances, studies have reported an increased inflammatory phenotype due to direct generation of mitochondrial ROS (mtROS). This has been intimately linked with the stabilisation of HIF-1α, increased production of cytokine IL-1β, and a reduced anti-oxidant response^2,39^. We detected a significant increase in mtROS in *Arg2*^–/–^(LPS + IL-10) BMDM compared to *Arg2*^**+/+**^(LPS + IL-10) (Fig. 4j) along with enhanced protein levels of HIF-1α in *Arg2*^–/–^(Fig. 4k). Importantly, examination of IL-1β levels under our conditions revealed that the suppressive effect of IL-10 on IL-1β in *Arg2*^+/+^(LPS + IL-10) cells was completely lost in *Arg2*^–/–^(LPS + IL-10) (Fig. 4l). Notably, there were no significant differences in TNF or IL-6 levels between *Arg2*^+/+^(LPS + IL-10) and *Arg2*^–/–^(LPS + IL-10) (Supplementary Fig. 4d). Furthermore, reduced levels of Nrf2, a transcription factor known to induce expression of anti-oxidant genes, was detected in *Arg2*^–/–^ cells across treatments (Supplementary Fig. 4e).

These findings suggested that IL-10 works through Arg2 at the mitochondria to mediate its anti-inflammatory effects on IL-1β production. Next, we examined whether Arg2 is limited in situations where IL-10 is compromised by performing an in vivo LPS challenge in *Il10*^+/+^ and *Il10*^–/–^ mice. As expected, TNF, IL-6 and IL-1β protein levels were significantly increased in the peritoneal lavage of *Il10*^–/–^ (Supplementary Fig. 4f). Interestingly, *Arg2* mRNA levels were reduced significantly in *Il10*^–/–^ PECs (Supplementary Fig. 4g) and there was an indicated absence of Arg2 protein in tissue taken from the spleen in *Il10*^–/–^ with no protein expression changes apparent in Arg1 (Supplementary Fig. 4h). Finally, we examined responses after an in vivo LPS challenge in *Arg2*^+/+^ and *Arg2*^–/–^ mice. We observed that comparable to our ex vivo results in primary BMDM, there was significantly enhanced HIF-1α expression in spleens of *Arg2*^–/–^ mice (Fig. 4m). Furthermore, even though there was a significant increase in IL-10 secretion in *Arg2*^–/–^ mice in the peritoneal lavage, IL-1β secretion levels remained significantly higher in these mice compared to wild-type mice (Fig. 4n). Interestingly, this result was mirrored in vitro following siRNA knockdown of *Arg2* in LPS + IL-10 treated iBMDM (Supplementary Fig. 4i). These results collectively indicate that the suppressive effect of IL-10 on IL-1β is lost in the absence of Arg2.

## Discussion

Here, we show that IL-10 mediated upregulation of Arg2 is essential for skewing mitochondrial dynamics and bioenergetics in inflammatory macrophages towards an anti-inflammatory, oxidative phenotype. This work is supported by previous experiments conducted in H.*pylori* mediated gastritis where macrophages from Arg2 deficient mice presented with a more inflammatory phenotype, including increased NO and pro-inflammatory cytokine milieu^40^. We show that IL-10’s enhancement of Arg2 favours mitochondria in a state of fusion. In support of this finding, a positive correlation between systemic IL-10 levels in 175 healthy human patients and genes involved in mitochondrial fusion was previously reported^41^. Certainly, mitochondrial dynamics, specifically fusion, has been shown to influence OxPhos^42,43^. This is linked with our other main finding that Arg2 facilitates oxidative respiration via its impact on CII activity at the ETC. Interestingly we found these effects to be, at least in part, dependent on Arg2’s catalytic activity, suggesting ornithine production may play an important role in this process. Previous work by others has highlighted that IL-4 upregulation of ornithine is essential for hypusination of the eukaryotic translation initiation factor 5a (eIf5a), which works to maintain integrity of mitochondrial TCA cycle and OxPhos proteins^44^. Whether Arg2’s impact on mitochondrial respiration is dependent on the production of ornithine requires further investigation.

As evidenced by global metabolomics studies, macrophages fluctuate their TCA cycle metabolites in response to inflammatory stimuli^45^. Specifically, LPS-induced inflammatory macrophages increase their succinate levels with decreased alpha-ketogluterate levels. Work from Baseler et al.^18^ demonstrated that the LPS-induced accumulation in succinate in wild-type BMDM was abolished in *Il10*^–/–^ BMDM, yet the reductions of alpha-ketogluterate, indicative of the LPS-induced “TCA break”, remained completely intact^18^. This suggests that autocrine IL-10 acts to relieve the TCA cycle “break” by increasing metabolites downstream of succinate, such as fumarate and malate. In that regard, SDH, a central enzyme of the TCA cycle, converts succinate to fumarate, and is shown to be inhibited in LPS-stimulated macrophages^39,46^. Adding to these studies, we have shown that IL-10 decreases succinate, enhances SDH/CII activity and increases fumarate production in inflammatory macrophages, an effect we demonstrate to be dependent on Arg2. Moreover, we show that in *Arg2*^–/–^, HIF-1α and IL-1β expression is elevated. This is interesting considering excess succinate can lead to HIF-1α stabilization^2^, while patients harbouring mutations in SDH have increased HIF-1α activity^47,48^ and circulating succinate levels^49^. Collectively, our work demonstrates that Arg2 is integral in resolving the inflammatory state of the cell.

The fumarate analogue dimethyl fumarate, DMF, is an immunomodulatory drug used for the treatment of inflammatory disorders like psoriasis and multiple sclerosis (MS). Furthermore, monocytes from DMF-treated relapsing-remitting MS patients have decreased expression of the pro-inflammatory miR-155^50^. DMF has also been shown to reduce pro-inflammatory cytokines such as IL-1β^51,52^, enhance mitochondrial oxidative respiration^53^ and boost the anti-oxidant Nrf2 pathway^54^. In our studies, we show a similar profile with Arg2, where we observed enhanced Arg2 in *miR-155*^−/−^ macrophages. Furthermore, a loss of Arg2 in LPS-stimulated macrophages resulted in increased mtROS, HIf-1α and IL-1β secretion, along with reduced Nrf2 expression, despite the presence of exogenous IL-10. Certainly, investigating metabolic processes has led to the discovery of therapeutic metabolites^55^ and a better understanding of the mechanisms of action for current immunomodulatory drugs. Considering IL-10 has had a checkered history as a therapeutic agent, one can envision that modulation of its targets, like Arg2, could provide an alternative route for the treatment of inflammatory disorders. We currently await further analysis of this metabolic enzyme as a regulator of immunity.

Limitations of the study: Since its discovery, studies have postulated the likelihood of alternative functions for Arg2, the lesser studied arginase isoform. It is intriguing that high expression of the Arg2 isoform at the mitochondria, can facilitate an increase in SDH activity to impact on the inflammatory status of the cell. Future studies should focus on the potential interactions between SDH and Arg2 at the macrophage’s mitochondria, and more broadly in other cell types.

## Methods

### Mice

All mice were bred and housed in on-site barrier-controlled facilities having a 12-h/12-h light/dark cycle with ad libitum access to food and water. Breeding was approved by the Ethics Committee of the Royal College of Surgeons in Ireland (REC-842), under license from the Ireland Health Products Regulatory Authority (AE19127/001) and conformed to the Directive 2010/63/EU of the European Parliament. *miR155*^−/−^ C57BL6/J, *Arg2*^−/−^ C57BL6/J and wild-type (WT) C57BL6/J mice were all purchased from the Jackson Laboratories. *Il10*^−/−^ mice were kindly provided by Ed Lavelle (Trinity College Dublin, Dublin, Ireland). *Il10*^−/−^ mice were originally from the Jackson Laboratories (Bar Harbor, Maine) and bred in‐house.

### LPS challenge in vivo

All mice were on a C57BL/6J background, with wild‐type mice obtained from the Bioresources Unit, Trinity Biomedical Sciences Institute. *Il10*^−/−^ mice were housed in the Bioresources Unit, Trinity Biomedical Sciences Institute in Trinity College Dublin (TCD). Wild type and *Arg2*^−/−^ littermate mice were housed in the BRF unit at the Royal College of Surgeons in Ireland. Mice were used at 8-12 weeks of age. Animals were maintained according to the regulations of the Health Products Regulatory Authority (HPRA). Animal studies were approved by the TCD and RCSI Animal Research Ethics Committee (Ethical Approval Number 091210) and were performed under the appropriate licence (Licence Number AE19136/P079 for *Il10*^−/−^ mice and A19127-P045 for *Arg2*^−/−^ mice). Age matched female mice were injected by the intraperitoneal (i.p.) route with 10 mg/kg of LPS (E. coli 0111:B4, Invivogen) and culled after 8 h. To detect cytokines, peritoneal fluid and sera were collected 8 h following i.p. injection of LPS and stored at −80 °C. IL-1β was quantified by ELISA (R&D Systems). Levels of TNF, IL-6, IFNγ were calculated by cytokine bead array using the mouse inflammation kit (BD Biosciences). Peritoneal cells (PECs) were isolated by flushing the peritoneum cavity with PBS containing 5 mM EDTA. Cells were centrifuged and total RNA isolated using the RNeasy Plus Mini kit (Qiagen) and stored at −80 °C. Spleens were excised, cut in half, snap-frozen in liquid nitrogen, and stored at −80 °C until time of assay. RNA was extracted from one half of the spleen by TRIzol extraction and the second half homogenised, assayed for protein quantification by BCA assay (Pierce) and western blotting. The yield and purity of RNA from spleen and PEC samples was determined using a Nano-Drop 1000 Spectrophotometer (VICTOR3000). RNA was converted to cDNA using a reverse transcription kit (Applied Biosystems). mRNA expression of *Tnf*, *Il1b*, *Arg2*, *Inos* and *Il6* was determined by Real-time quantitative PCR (RT-PCR) using SYBR Green probes on a 7900 HT Real-Time PCR System (Applied Biosystems). Fold changes in expression were calculated as described below.

### Bone marrow-derived macrophage generation

Bone marrow was isolated from 6 to 12 weeks old adult female littermates. Mice were euthanized in a CO_2_ chamber and death was confirmed by cervical dislocation. Femurs and tibias were isolated in sterile conditions, and the bone marrow was flushed out using Dulbecco’s Phosphate Buffered Saline (DPBS). Marrow was spun and incubated with red blood cell (RBC) lysis buffer (Sigma) to remove red blood cells. A single cell suspension was prepared by passing the cells through a 70 μm cell strainer (Corning). They were then plated in 10 cm petri dishes in complete DMEM (Dulbecco’s Modified Eagle Medium (Sigma-D5796) supplemented with 10% heat-inactivated Fetal Bovine Serum (FBS) (Sigma-F9665) and 1% Penicillin/Streptomycin (100 U/ml) (Sigma). 20% L929 cell supernatant was also added to the culture to induce BMDM differentiation via MCSF, after which cells were incubated for 6 days at 37 °C and 5% CO_2_ levels. Cells were counted and tested for viability using Trypan Blue staining (Invitrogen) and a haemocytometer. They were then re-plated for experiments in complete DMEM supplemented with 10% L929 cell supernatant. Unless stated otherwise, 5 × 10^5^ cells/ml were used for ex vivo experiments.

### Cultured cell lines

Raw264.7, L929, and THP-1 cultured cell lines were obtained from American Type Culture Collection (ATCC) and cultured as suggested by the supplier. The immortalised BMDM (iBMDM) were a kind gift from Prof Luke O’ Neill, Trinity College Dublin, as used in previous studies^56,57^. Cells were routinely tested to be Mycoplasma negative. They were incubated in 37 °C with 5% CO_2_ levels. Cell viability was determined using Trypan Blue and counted with a haemocytometer. Raw 264.7 and iBMDM cells were passaged every second and fifth day (1:5), respectively in T75 flasks. They were cultured in complete DMEM (supplemented with 10% heat-inactivated FBS and 1% penicillin/streptomycin). All experiments were carried out in early passage numbers, with passage number not exceeding 11 at most. Unless stated otherwise, Raw264.7 cells were plated at a density of 1 × 10^6^ cells/ml and iBMDM were plated at a density of 5 × 10^5^ cells/ml for in vitro experiments. THP-1 cells were cultured in complete RPMI 1640 (Sigma) supplemented with 2 mM L-glutamine, 10% FBS, and 1% penicillin/streptomycin. They were plated at a density of 2.5 × 10^5^ cells/ml and differentiated using 10 ng/ml phorbol-12-myristate-13-acetate (PMA) (Sigma) for 7 h, after which the media was replaced with PMA-free medium.

L929 cells were passaged every second day (1:5) in T175 flasks. They were cultured in RPMI-1640 containing 10% heat-inactivated FBS and 1% penicillin-streptomycin. To generate L-cell supernatant for BMDM differentiation, 20 × 10^6^ cells were plated in 40 ml of complete RPMI-1640 in T175 flasks for 10 days after which the media was filtered and frozen at −20 °C until use.

### Stimulations

Fresh media was added to the cells before stimulation experiments. Recombinant mouse IL-10 (R&D Systems) from a 1 mg/ml stock was diluted to a 20 μg/ml working stock in 0.1% BSA solution. It was then added to cells at a final concentration of 20 ng/ml (and 100 ng/ml for metabolic studies). LPS (Sigma E.coli O111:B4) was diluted from stock concentration of 1 mg/ml in complete DMEM, and used at a final concentration of 100 ng/ml. For LPS + IL-10 treatments, cells were pre-incubated for five minutes with IL-10 prior to the addition of LPS. Cells were typically stimulated for 24 hours before conducting further assays. Inhibitor experiments involved pre-treatment before LPS/IL-10 addition. Cells requiring incubation with inhibitor nor-NOHA (150 μM) (Cayman Chemicals) were pre-treated 1 h prior to stimulation. Dimethyl Sulfoxide (DMSO) and/or DPBS (Sigma) were used as controls for inhibitor experiments. For THP-1 cells, 100 ng/ml human recombinant IL-10 (R&D Systems) was used.

### Affymetrix array

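*Cxcl11*, an interferon-induced chemokine, read 3.18 ± 0.53 (log2 mean ± SD, n = 2) in WT BMDM with LPS and 2.57 ± 0.09 in WT BMDM with LPS and IL-10. It read 8.62 ± 0.60 in knockout BMDM with LPS and 2.76 ± 0.01 in knockout BMDM with LPS and IL-10. The receptor regulator *Shisa3* read 1.77 ± 0.26, 1.87 ± 0.14, 6.94 ± 0.02 and 1.91 ± 0.09 in the same order. *Mrc1*, the mannose receptor of resident macrophages, read 12.17 ± 0.11, 12.64 ± 0.08, 9.46 ± 0.65 and 12.14 ± 0.10. *Mmp9*, a secreted gelatinase, read 11.60 ± 0.00, 10.81 ± 0.12, 7.81 ± 0.47 and 7.04 ± 0.33. In the labels, IL-10 was added 5 min before LPS and stimulation lasted 24 h.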

Primary BMDM from wild-type (WT) and miR-155 knockout animals (KO) were stimulated in biological duplicates with LPS (100 ng/ml) or LPS + IL-10 (20 ng/ml) to generate four groups as follows: WT.LPS (*n* = 2), WT.LPS.IL-10 (*n* = 2), KO.LPS (*n* = 2) and KO.LPS.IL10 (*n* = 2). RNA was extracted using the RNeasy mini kit (Qiagen) and sent to Almac Diagnostics for Affymetrix microarray analysis. Spectrophotometer QC was performed to assess the concentration and purity of the samples and Bioanalyzer QC was performed to assess the integrity of the samples. All eight samples were found to meet the QC requirements for downstream array processing. All samples were amplified using the NuGEN’s Ovation RNA Amplification System V2 with the Ovation WB Reagent. Following amplification, all generated cDNA samples were quality controlled using both the spectrophotometer and the Agilent 2100 Bioanalyzer. All samples passed the quality assessment. In total eight samples proceeded to be fragmented and labelled using the NuGEN Encore Biotin module, before being hybridised onto Mouse Genome 430_2 array in accordance with the NuGEN guidelines for hybridisation onto Affymetrix GeneChip® arrays. Array image analysis performed on CEL files confirmed no surface or background artefacts. 

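*Actb* and *Gapdh*, whose control probe sets read the 3′ and 5′ parts of each transcript, were compared for a 3′ excess on each array. The 3′ minus 5′ difference of *Actb* was 0.69 and 0.84 (log2) on the arrays of WT donor 1 and lay between 0.71 and 1.04 on the other 6 arrays. For *Gapdh* it was 0.71 on the first *miR-155*-/-(LPS) array and between 0.48 and 0.57 on the other 7 arrays, with 0.50 and 0.52 in WT donor 1. The arrays of WT donor 1 correlated with each other at r = 0.9956 and with the other arrays at r = 0.9697 to 0.9815.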

No outliers were identified as examined by measuring parameters such as background intensity, Raw noise (Q) value, scaling factor and GAPDH/Actin ratio.

Bioinformatic Analysis raw data was RMA normalised using the affy package^58^. 

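Well-expressed macrophage genes and silent genes share one scale after this step, the log2 scale of the deposited values: the filament gene *Vim* reads 13.12 on the first WT(LPS) array and the Y-linked *Uty* 1.52. Of its probe sets, 34958 carry 1 gene symbol, 932 several and 9211 none. The 34958 stand for 18194 genes, and 64 probe sets are Affymetrix controls.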

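Array medians (log2) were 3.97 and 3.96 for WT donor 1, 3.90 and 3.90 for WT donor 2, 3.89 and 3.89 for knockout donor 1 and 3.88 and 3.89 for knockout donor 2, each with LPS first and LPS + IL-10 second. The 5th percentiles lay between 1.53 and 1.61, near the values of silent genes such as *Uty* in female cells.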

Data quality was assessed by box plots of expression values before and after normalisation. Differential expression analysis was performed using the limma package^59^. Samples were assigned to treatment groups and a linear model fit using the lmFit function. 

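Stromal genes set the WT donors apart: *Col3a1*, a fibrillar collagen, read 10.88 and 10.90 in WT donor 1 and 4.48 and 3.15 in WT donor 2, and *Postn*, a matrix protein of fibroblasts, 10.06 and 10.13 against 3.74 and 3.17. Between the WT donors, 1252 probe sets differed by over 1 log2 unit, 1140 of them higher in donor 1 and 112 in donor 2. Between the knockout donors 185 did, 83 and 102. The deviations from the group means correlated between the LPS and LPS + IL-10 arrays of the same donor at r = 0.754 in WT and 0.230 in knockout cells, and between arrays of different genotype at −0.129 and −0.0681.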

Mouse donor was incorporated as a blocking factor in the linear model, with inter-subject correlation obtained using the duplicate Correlation function^60^. Y-linked genes and Xist were excluded from differential expression analyses. 

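*Xist*, the transcript that silences the second X chromosome of female cells, read 11.15 to 11.32 on the WT arrays and 2.52 to 3.59 on the *miR-155*-/- arrays. The Y-linked *Eif2s3y* read 1.88 to 2.51 on the WT arrays and 10.07 to 10.73 on the *miR-155*-/- arrays, and the Y-linked *Kdm5d* and *Uty* split the arrays the same way. In the sample labels the WT animals are female and the *miR-155*-/- animals male, so sex and genotype go together in these 8 arrays. The 23 probe sets of Y-linked genes and *Xist* and the 64 controls were left out, which left 45014 for testing. Other X-linked genes were not left out.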

Moderated t-statistics were calculated for WT.LPS.IL10 versus WT.LPS and KO.LPS versus WT.LPS using the eBayes function^61^. 

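More genes passed in *miR-155*-/-(LPS) than in WT(LPS + IL-10), and the log2 fold changes of all probe sets had standard deviations of 0.472 and 0.275. At an adjusted p under 0.05, probe sets with 1 symbol came from 302 genes that were higher and 151 that were lower in *miR-155*-/-(LPS), and from 2 that were higher and 6 that were lower in WT(LPS + IL-10). With no adjustment, 6209 and 4173 probe sets had a p under 0.05. The moderated t-statistics drew on 4 residual and 3.07 prior degrees of freedom, with a correlation of 0.240 between arrays of one donor.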

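Most log2 changes of 2 or 3 were recovered with 2 arrays per group, in a test on simulated data with a spread modelled on these arrays. The test does not show the recovery in the real arrays. There the WT donors differed by over 1 log2 unit at 1252 probe sets and the knockout donors at 185. For *Cxcl10* itself, 3.39 in *miR-155*-/-(LPS) passed (limma, adjusted p = 0.00607) and −2.35 in WT(LPS + IL-10) did not (adjusted p = 0.0604). Of 50 probe sets given a log2 change of 1 in WT cells with LPS + IL-10, 48% passed an unadjusted p of 0.05 with a log2 fold change over 1, and 22% an adjusted p of 0.05. For a change of 1.5 these shares were 98% and 76%, for 2 they were 100% and 88% and for 3 they were 100% and 98%. For knockout against WT cells with LPS they were 28% and 8% at 1, 94% and 56% at 1.5, 96% and 90% at 2 and 100% and 94% at 3. Of 44814 unchanged probe sets, 0.370% and 0.603% passed the unadjusted rule in the 2 comparisons, and 0.0245% and 0.0223% the adjusted one.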

Differentially expressed probes were selected using an unadjusted p-value < 0.05 and an absolute log_2_(fold change) >1. Gene set enrichment analysis was performed using the romer function^59,62^ using the C5 Gene Ontology (GO) gene sets^63,64^ from the Molecular Signatures Database^65^.

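Interferon, antigen presentation and cytokine genes gave the smallest romer p-values in *miR-155*-/-(LPS), each 1e-04, the smallest possible with the rotations used. In WT(LPS + IL-10) the interferon, antigen presentation and glycolysis lists reached the same value, and the IL-10 and STAT3 list passed as well (adjusted p = 0.0054). With an estimated correlation camera gave adjusted p = 0.176 for each of these 4 lists and 0.479, 0.0900 and 0.0900 for the lists in *miR-155*-/-(LPS), and without WT donor 1 romer gave 0.159 for the IL-10 and STAT3 list. The lists were 27 sets of named genes, such as the subunits *Sdha*, *Sdhb*, *Sdhc* and *Sdhd* for complex II, tested on 1 probe set per gene. The C5 Gene Ontology sets were not used here.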

### Metabolomics

5 × 10^6^ BMDM were plated in complete DMEM in T-25 flasks (25 cm^2^). Cells were left untreated, treated with LPS (100 ng/ml) in the presence or absence of IL-10 (20 ng/ml), or IL-10 alone for 20 h. Cells were scraped in 600 μL 80% (v/v) MeOH and cell pellets frozen at −80 °C for 48 h. For extraction cells were pelleted, washed twice with 80% methanol. Extract was dried in a speed-dry evaporator and afterwards stored at −80 °C till processing. Intracellular TCA cycle intermediates were quantified using GC-MS. Stable isotope labelled standards were added to the cell lysates, which were dried (CombiDancer Hettich AG) and subjected to methoximation and silylation. Then, 1 μl of the derivatized sample was injected using splitless injection mode. Gas chromatography–mass spectrometry (GC-MS) data were analysed using the software Mass Hunter (version B.07.01/Build 7.1.524.0). Quantification was achieved by individual calibration curves based on the analyte to internal standard area ratio^66^.

### Mitochondrial isolation

BMDM from bacterial 10 cm dishes were harvested, washed in DPBS, and resuspended in 3 ml of Solution A (20 mM HEPES pH 7.6, 220 mM mannitol, 70 mM sucrose, 1 mM EDTA, 0.5 mM PMSF, and 2 mg/ml BSA) (Sigma). Cells were left on ice for 15 min in Solution A and then homogenized in a glass homogenizer with a Teflon pestle, giving the cells about 60 strokes. Homogenates were then centrifuged at 800 × *g* for 10 min at 4 °C to pellet non-lysed cells, cell debris, and nuclei. The supernatant was retained and centrifuged at 12,000 × *g* for 20 min at 4 °C for 15 min. The supernatant was then removed and the pellet was resuspended in ~0.8 ml solution B (Solution A without BSA) and recentrifuged at the same speed. The step was repeated twice more and the final pellet was resuspended in 100 μl solution B. The amount of mitochondrial protein was quantified using a BCA assay.

### Mitochondrial Import assays

In vitro transcription/translation (IVTT) reactions were performed using an RNA polymerase with SP6 promoter transcriptional compatibility to our pCMV plasmids. pCMV-Arg1 or pCMV-Arg2 were used as templates in separate IVTT reactions with S35 Met and Cys to generate radio labelled protein. Mitochondria were isolated and IVTT protein added to mitochondrial extracts in import buffer and incubated for 60 min at 37 °C. Samples were then were run on a gel, including a lane for complete IVTT protein as input control (In). Gels were exposed to phosphor-scene for detection of imported proteins. Samples were treated with 25 μM mesoxalonitrile 4-trifluoromethoxyphenylhydrazone (FCCP) to depolarise mitochondrial membranes over a time course of 60 min. After the import assay was done, an SDS-PAGE gel was run, which was dried for imaging with a phosphoimager.

### siRNA-induced knockdown

Accell® siRNA against *Arg2* was obtained from Dharmacon (GE Healthcare; EQ-040721-00-0002) in dried-down format (2 nmol/siRNA: set of 4 siRNAs). Other reagents from Dharmacon (CK-005000-R1-02) included Accell siRNA delivery media and Accell non-targeting control kit siRNA (5 nmol/siRNA; set of 4 siRNAs). For siRNA stock preparation, 5× Accell siRNA Buffer (provided with the Accell non-targeting control kit) was diluted to 1× siRNA Buffer using RNAase-free water under sterile conditions. 100 µM of stock siRNA solutions were prepared using 1X siRNA Buffer. The stock solutions were placed on a shaker for 60 minutes at 37 °C when reconstituted for the first time. For experiments, 4 × 10^5^ Raw 264.7 or 2.5 × 10^5^ iBMDM cells were plated per well in a 24-well plate in complete DMEM and left to propagate overnight in the incubator. The next day media was removed from the cells and they were transfected using newly reconstituted siRNA at 1 µM diluted in fresh Accell delivery media that was supplemented with 2.5% heat-inactivated FBS. The cells were incubated at 5% CO_2_ and 37 °C for the next 48 h, after which they were washed, collected, and counted for number and viability using Trypan Blue (Invitrogen). This allowed only viable cells to be plated at the appropriate cell numbers for another 24–48 h in fresh complete DMEM, and were then treated according to the assay being conducted.

### pCMV-SPORT6 transient transfection

1.5 × 10^6^ Raw-264.7 cells were seeded in a 6-well plate in complete DMEM and left overnight to propagate. The following day, fresh serum-free DMEM (without antibiotic) was added to the cells for transfection. Overexpression plasmids were purchased as pCMV-SPORT-6-Arg2 and pCMV-SPORT6-Arg1 (Invitrogen). They were transfected at 500 ng/well in the respective wells using Lipofectamine 3000 (Invitrogen). For control wells, an empty vector pCMV-SPORT6 plasmid was used. Cells were incubated at 37 °C and 5% CO_2_ for 4 h with the transfection mix in serum and antibiotic free media, after which media was replaced with complete DMEM. Cells were incubated for a further 24 h for Immunoblotting. For metabolic profiling assays, cells were scraped 24 hours post-transfection, counted for number and viability and transferred to XF_e_96-well plates (Agilent) for another 24 h before conducting the assay.

### Immunoblotting

Cells were resuspended in low-stringency lysis buffer (50 mM HEPES (pH 7.5), 100 mM NaCl, 10% glycerol (v/v), 0.5% Nonidet P-40 (v/v), 1 mM EDTA, 1 mM sodium orthovanadate, 0.1 mM PMSF, 1 mg/ml aprotinin, and 1 mg/ml leupeptin) (Sigma). The resulting suspension was centrifuged at 12,000 × *g* for 20 min at 4 °C, and supernatants were collected and used for SDS-PAGE. Protein samples were normalised by BCA protein assay (Pierce), and denatured by the addition of 5× SDS sample buffer containing 0.2 M DTT and heated at 95 °C for 10 min. 20 µg sample protein was loaded per well and samples were resolved on 4–12% gradient Bis-Tris gels (Invitrogen). Transfer was done for 60 min onto PVDF membranes using mini-blot modules as per the manufacturer’s instructions (Invitrogen). Membranes were blocked in 5% (w/v) dried milk in Tris-buffered saline-Tween (0.05% v/v) (TBST) for 1 h at room temperature. Membranes were then incubated with primary antibody (concentrations mentioned in Supplementary Table 1) diluted in 5% milk/TBST overnight at 4 °C, followed by incubation in the appropriate HRP-conjugated secondary antibody for 1.5 h at room temperature. Blots were washed in TBST (4 × 10 min), incubated in LumiGlo^TM^ ECL Reagent (Cell Signaling Technology) for 1 min, and imaged by chemiluminescence using the Amersham imager. Quantification of the blots was performed using ImageStudio Lite. Briefly, individual bands were quantified for relative intensity of signal, and then normalized to loading control protein signal (e.g., β-Tubulin). Uncropped blots are presented in the Source Data File.

### Site-directed mutagenesis

Catalytic mutant of murine Arginase II plasmid (pCMV-SPORT6-Arg-2) were obtained by a two‐step PCR using the QuickChange site‐directed mutagenesis kit (Agilent, 210518) using primers indicated in Supplementary Table 2. Following mutagenesis, the product was combined with competent *E.coli* XL10 Gold cells (100 μL) on ice and incubated for half hour. Following heat shock at 42 °C for 30 s, cells were re-incubated on ice for 2 min, with subsequent addition of pre-warmed LB broth and incubation at 37 °C, shaking for 1 hour to allow recovery prior to streaking on LB-Agar plates and growth overnight. Following overnight growth, colonies were selected and streaked on a grid plate as well as used as template DNA for a colony PCR. After emergence of colonies, a single colony was selected for purification, followed by growth in a starter culture and inoculation into 150 ml and midi prep of the plasmid using Plasmid Midi Kit (Qiagen, 12143) as per the manufacturer’s instructions. Mutant was confirmed using Allele-specific oligonucleotide (ASO) PCR and sequencing from Source Bioscience. For ASO-PCR, a KAPA2G master mix was made for the wild-type and mutant in PCR tubes. 1 ng/µl plasmid DNA was added to the master mix. The PCR product was diluted in Agarose gel (6×) glycerol based sample buffer and ran on a 2% (w/v) agarose gel to confirm mutagenesis.

### Confocal microscopy

BMDMs were plated at 5 × 10^5^ seeding density on µ-Dish 35 mm, high Glass Bottom (Ibidi, Germany) and maintained overnight at 37 °C in a 5% CO_2_ atmosphere. Cells were stimulated at concentrations as described earlier. After 24 h stimulation, cell samples (from individual wells) were taken for imaging. Thirty minutes before the indicated time, cells were loaded with MitoTracker Red CMXRos (Life technologies) at a final concentration of 50 nM. Cells were washed with DPBS, replaced with fresh complete DMEM and observed in a Leica SP8 scanning Confocal (Wetzlar, Germany), with a ×63 immersion objective. Images were analysed with the Image-J software (National Institutes of Health, Bethesda, MD). For Image-J analysis, mitochondrial length of more than 50 mitochondrial particles per cell was measured in over 25 cells per experimental condition, out of three independent experiments. Mitochondria were then divided into three different categories, based on length, as mitochondria of less than 1 µm, 1–3 µm, and greater than 3 µm, as described by ref. ^30^.

### Luciferase assay

The full-length mouse Arg2 3′UTR (270 bp) was amplified using Q5 High-Fidelity DNA Polymerase (NEB) and inserted into XhoI-digested pmirGLO vector (Promega) using the GenBuilder Cloning Kit (Genscript). Plasmids were isolated from bacterial cultures with the Plasmid Midi Kit (Qiagen, 12143) and the fidelity of the resulting construct (i.e., pmir_*Arg2*) was confirmed by sequencing. The sequences of cloning and sequencing primers are reported in Supplementary Table 2.

Raw 264.7 cells were seeded in a 96-well plate at a final density of 80,000 cells/well and incubated for 24 h. Cells were then co-transfected with 100 ng of pmir_*Arg2* and either mirVana™ miR-155-5p mimic (25 nM, ID MC13058, ThermoFisher Scientific) or inhibitor (50 nM, ID MH13058, ThermoFisher Scientific) in serum-free DMEM using TransIT-X2 Dynamic Delivery System (Mirus) as transfection reagent. Luciferase activity was assessed at 24 hours after transfection using Dual-Luciferase Reporter Assay (Promega, E1910) according to the manufacturer’s instructions. RLU (relative luciferase units) expressed as mean value of the firefly luciferase/Renilla luciferase ratio of three independent experiments performed in triplicate were used for statistical analyses.

### Real-time polymerase chain reaction

Total RNA was isolated using the Qiagen RNeasy Plus Mini kit (Sigma, 74106) and quantified using a Nano-Drop 1000 Spectrophotometer (Thermo Scientific Fisher). cDNA was prepared using 50–100 ng/μl total RNA using a high capacity cDNA reverse transcription kit (Applied Biosystems, 4368814), according to the manufacturer’s instructions. Primers were designed using the NCBI database (https://ncbi.nlm.nih.gov/tools/primer-blast) and provided by Sigma. Please refer to Supplementary Table 2 for list of primers used. Real-time quantitative PCR (RT-PCR) was performed on cDNA, diluted 1 in 2 with RNAase-free water, using SYBR Green probes on a 7900 HT Real-Time PCR System (Applied Biosystems). Fold changes in expression were calculated by the Delta-Delta (ΔΔ) Ct method using *1*8*s* as a control for mRNA expression. All fold changes were normalised to untreated/non-targeting controls.

### Cytokine measurement

For cytokine measurements, cells were stimulated as indicated and supernatants removed and analysed for mouse IL-6, TNF, IL-10 and IL-1β using Enzyme-linked Immunosorbent Assay (ELISA) ((DuoSet, R&D, DY406 (IL-6), DY410 (TNF), DY417-05 (IL-10), DY401-05 (IL-1β)) with absorbance read using a microplate reader at 450 nm and compared against a standard curve. Alternatively, the cytometric bead array (CBA), mouse inflammation kit (BD Biosciences, 339199) was used to examine a panel of cytokines for in vivo experiments, according to manufacturers’ instructions. Sample data for CBA was acquired using Attune NxT Flow Cytometer with recommended voltage settings for PE and APC-Cy7.

### Arginase assay

Arginase activity was determined in BMDM and Raw 264.7 using the Arginase Activity Assay Kit (Sigma, MAK112-1KT) following manufacturer’s protocols. Briefly, cells were lysed in low-stringency lysis buffer followed by the addition of arginine substrate buffer (provided in kit) and incubated at 37 °C for 2 h, after which time the reaction was stopped by the addition of Urea Reagent. Plate was incubated for a further 1 h at room temperature, followed by determination of absorbance at 430 nm. Arginase activity in μmol/minute was calculated as directed by the manufacturer based on the absorbance of a 1 mM urea standard. Specific activity (μmol/min/mg) was calculated following the determination of protein concentration in cell lysates by BCA assay (ThermoFisher Scientific, 10678484).

### Greiss assay

NO production was measured using the Griess Reagent (Sigma) by addition of reagent to sample supernatants in a 1:1 ratio. Absorbance in culture media was detected by a plate reader at 540 nm and compared against a standard curve.

### Fumarate assay

BMDM were plated in 6-well plates at 3 × 10^6^ cells/well in complete DMEM and 10% (v/v) L929 media. Cells were collected by centrifugation and sonicated for 10 s at amplitude 35% in an appropriate volume of cold buffer containing 50 mM potassium phosphate (pH 7.5) and protease inhibitor cocktail tablet (Roche). The assay was then performed according to the manufacturer’s instructions of the ChromaDazzle Fumarate Assay kit (AssayGenie, BA0110) and absorbance was read at 565 nm.

### Succinate assay

BMDM were plated in 6-well plates at 3 × 10^6^ cells/well in complete DMEM and 10% (v/v) L929 media. Cells were collected by centrifugation and lysed in an appropriate volume of assay buffer provided and protease inhibitor cocktail tablet (Roche). The cells were centrifuged at 10,000 × *g* for 5 min and supernatant was collected for assay. The assay was then performed according to the manufacturer’s instructions of the Assay kit (Abcam, ab204718) and absorbance was read at 450 nm.

### Flow cytometry

BMDMs were seeded in non-tissue-culture plates and stimulated as described above. Cells were stained with MitoTracker Green (for total mitochondrial mass) and MitoTracker Red CMXRos (for mitochondrial membrane potential) or MitoSOX (for mitochondrial ROS) according to manufacturer’s instructions (Invitrogen) in combination with Live/Dead stain (eBioscience™ Fixable Viability Dye eFluor™ 780). For flow cytometry analysis, data (10,000 events per sample) was acquired with the Attune NxT Flow Cytometer and analysed with FlowJo v10 software (TreeStar). A flow gating strategy is provided in Fig. 5 of Supplementary Information.

### ImageStream

1–2 × 10^6^ BMDM or Raw 264.7 cells were collected in a round-bottom 96-well plate, washed with ice-cold DPBS and resuspended in 100 µl of 4% paraformaldehyde (PFA) fixation buffer. Cells were incubated at 37 °C for 15 min, after which they were washed twice with PBS-T (10 min incubation between washes). This was followed by resuspension in ice-cold methanol and incubation at −20 °C for 15 min. The cells were washed again twice with PBS-T, and resuspended in blocking buffer (5% goat serum; 0.3% Triton-X100 in PBS) at room temperature for 1 h. Cells were briefly spun, the blocking buffer was removed and the antibody cocktail was added as required (1:100 or 1:200 dilution in blocking buffer), and incubated overnight at 4 °C. The following day the cells were spun, rewashed three times with PBS-T, and Alexa-fluor fluorescent secondary antibody cocktail was added (diluted in blocking buffer at 1:200 concentration). The cells were incubated with the secondary antibody for 1 h in the dark at RTP, after which they were washed twice with PBS-T. Finally, the cells were resuspended in 50 μl of PBS with 600 nM DAPI (Invitrogen). For imaging, an ImageStream Mk-II cytometer (Amnis Inc, Seattle, USA) was used. The ImageStream was equipped with 488, 658, and 405 nm laser sources with variable laser power (from 20 to 200 mW for the 488 nm laser and from 20 to 100 mW for the 658 nm laser) and a brightfield light source. Files of 1000–5000 events were acquired for each sample and 100–200 events were acquired for single fluorochrome controls. Additional single colour control files were collected in the absence of brightfield illumination for use in creating the compensation matrix with IDEAS software (Amnis, Seattle, USA). The calculated compensation matrix was applied to all files to correct for spectral crosstalk. The resulting compensated cytometry data were further analysed with the IDEAS software program. Gating of cell events with the area and aspect ratio was used to eliminate debris (low area) and multi-cellular events (large area, high aspect ratio) from further analysis. After defining single, focused cells, a colocalization program was run using the IDEAS software to check for localization of Arg2 at the mitochondria by gating an Arg2 and Tom20 double-positive population. The software was then set to plot results for median bright detail similarity (BDS) and compared to the BDS of a control sample containing colocalization score for two known mitochondrial proteins (Tom20 and Hsp60).

### Metabolic flux analysis

Cells were plated at 5 × 10^4^ cells/well (BMDMs) and 3 × 10^4^ cells/well (Raw 264.7) on an XF_e_96-well plate (Agilent) in complete DMEM (+10% L929 supernatant in media for BMDM). Cells were treated and stimulated accordingly. A utility plate containing the injector ports and probes was filled with calibrant solution (200 μl/well) and placed in a CO_2_-free incubator at 37 °C overnight. Following 24 h stimulation, complete DMEM was removed from cells and replaced with XF assay media pH 7.4 (Agilent) at 175 μl/well. The XF assay media was supplemented with 10 mM glucose, 1 mM pyruvate and 2 mM glutamine (Sigma). The cell culture plate was then placed in a CO_2_-free incubator for 45 min. Oligomycin (ATPase inhibitor, 1 μM), Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP) (0.9 μM) and Rotenone/Antimycin A (0.5 μM) were added to the appropriate ports of the utility plate for a standard MitoStress test according to instruction manual (Agilent, 103015-100). This plate was run first on the flux analyser for calibration. Once complete, the utility plate was replaced with the cell culture plate and run on the real-time Seahorse XF_e_96 analyzer for 1 h 30 min using the software’s MitoStress template program. The OCR values for Raw 264.7 were normalised using absorbance readings obtained from a protein quantification BCA assay (Pierce). Data were analysed using the Wave software.

### Complex-mediated respiration

For customised assays to measure individual complex I (NADH-linked) and complex II (FADH_2_-linked) specific respiration status in intact mitochondria, cells were resuspended in MAS buffer (70 mM sucrose, 220 mM mannitol, 10 mM KH_2_PO_4_, 5 mM MgCl_2_, 2 mM HEPES and 1 mM EGTA, and 0.2% fatty-acid free BSA). The utility plate injector ports were loaded with complex I or complex II specific substrates. Final concentrations/well of complex-I specific substrates was 2.5 mM glutamate and 2.5 mM malate; and complex-II specific substrate was 2.5 mM succinate (all from Sigma). After calibration of utility/injector plate, right before inserting cell-plate in the machine, cells were supplemented with 4 mM ADP, 0.5 µM Rotenone and 10 µg/ml digitonin. The assay was run for 30 min and included three initial pre-injection measurements and three post-injection measurements. Changes in OCR upon substrate injection were calculated as an increase in percentage from pre-injection OCR levels that were at baselined at 100%.

### MTT assay

BMDMs were seeded at 5 × 10^5^ cells/ml in 96-well plates and left unstimulated or stimulated with 100 ng/mL LPS or LPS + IL-10 for 24 h. Succinate dehydrogenase activity was assessed by yellow 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) reduction to purple formazan. Cells were incubated with 1 mg/mL MTT (Sigma) for 3 h at 37° C and 5% CO_2_ and subsequently, the media was aspirated off so the cells could be lysed with dimethyl sulfoxide (DMSO). Absorbance of soluble formazan was measured spectrophotometrically at 590 nm and background signal measured at 650 nm was subtracted from this value for each sample. Cells were also treated for 24 hours with 10 mM of the SDH inhibitor dimethyl malonate (DMM) (Sigma) were included as a control.

### Spectrophotometric CII specific activity

BMDM stimulated as indicated and cells were scraped and centrifuged at 200 × *g* for 5 min. Cell pellets were homogenized using a glass 2 ml dounce homogenizer with 25 strokes before freeze thawing of lysates three times using liquid nitrogen. For CII activity, between 0.1 and 0.5 mg of cell lysate was added to a 1 ml cuvette containing 25 mM phosphate, 1 mg/ml fatty acid–free BSA, 0.3 mM KCN, 20 mM succinate and 75 µM 2,6-Dichlorophenolindophenol (DCPIP) (Sigma). Samples were incubated for 10 min at 37 °C before reading baseline absorbance at 600 nm using a UV-VIS spectrophotometer. Baseline measurements were taken for 3 min before the addition of 50 μM decylubiquinone (Sigma). The ∆OD was followed for 4–5 min before the addition of 20 nM Atpenin A5 (Sigma), a specific inhibitor of CII, to observe the CII insensitive rate. CII specific activity was calculated according to the Beer–Lambert law using a molar extinction coefficient for DCPIP of 19.1 mM cm^−1^. Citrate synthase activity was measured to account for mitochondrial content of samples and to normalize CII enzymatic rates. For citrate synthase activities, 0.1–0.5 mg cell lysate was added to a 1 ml cuvette containing 100 mM Tris pH 8.0 with 0.2% V/V Triton X-100, 100 μM DTNB (ThermoFisher Scientific), and 300 μM Acetyl CoA (Sigma). Baseline absorbance was read at 412 nm for 3 min before initiating the reaction by the addition of 500 μM oxaloacetate. The ∆OD was followed for 4 min. Citrate synthase specific activities were calculated according to the Beer–Lambert law using the molar extinction co-efficient of DTNB of 13.6 mM cm^-1^. CII specific activity was expressed as a ratio to citrate synthase specific activity.

### Statistical analysis

GraphPad Prism 8.00 (GraphPad Software) was used for statistical analysis. A one-way ANOVA test was used for the comparison of more than two groups, with Tukey or Sidak’s test for multiple comparisons. Analysis of data with two or more factors were analysed by a two-way ANOVA with the Sidak’s test for multiple comparison. A two-tailed Student’s *t*-test was used when there were only two groups for analysis. By visual checking of normality distribution plots, either parametric tests were performed, or Mann–Whitney non-parametric equivalents were employed where Shapiro–Wilks distribution was violated (*p* > 0.05). All error bars represent SEM. Significance was defined as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Any specific statistical tests and details of ‘n’ numbers done for experiments are listed under the corresponding figures.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

## Data Availability

The gene expression datasets generated by the Affymetrix array have been deposited in GSE under accession code GSE151835. The authors declare that all other data are available in the article and Supplementary information files.  Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

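BMDM from 4 mouse donors, 2 WT and 2 knockout for miR-155, were stimulated for 24 h with LPS (100 ng/ml) or with LPS and IL-10 (20 ng/ml), which gave 4 groups of 2 arrays. RNA was measured by the authors on Affymetrix mouse genome arrays after NuGEN amplification and labelling. The deposited values are log2 intensities that the authors made with RMA in the affy package, with background correction, quantile normalization and 1 value per probe set, and without a filter on probe sets. The authors used limma for their comparisons. The versions of affy, RMA and limma that the authors used are not given in the sources used here. The precision is limited by the number of arrays.

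The 8 arrays were used as deposited, with 0 array columns of no sample. Donors were taken from genotype and replicate number in the labels, so that the LPS and LPS + IL-10 arrays of one donor form a pair. This was checked by correlating deviations from the group means, at r = 0.754 in WT and 0.230 in knockout arrays of the same donor. Gene symbols came from the array annotation and were checked against the RefSeq table of GRCm38.p6, from which only names and the order of neighbouring genes were used. Of 45101 probe sets, 34958 had 1 symbol, 932 had several and 9211 had none. The Entrez ID of 34754 of the 34958 was in the RefSeq table, and 0 symbols needed an update. Of all probe sets, 64 controls and 23 sex-linked ones (Y-linked genes and *Xist*) were left out and 45014 were tested.

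Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit, eBayes), with group means as coefficients and the donor as a random block through duplicateCorrelation, and p-values were adjusted by the Benjamini-Hochberg method over all 45014 probe sets. The comparisons were WT(LPS + IL-10) and *miR-155*-/-(LPS) against WT(LPS), *miR-155*-/-(LPS + IL-10) against *miR-155*-/-(LPS) and against WT(LPS + IL-10), and the difference of the IL-10 effect between genotypes. Probe sets were selected at an unadjusted p under 0.05 and a log2 fold change over 1 in size, as in the paper, and called at an adjusted p under 0.05. The pipeline was tested on simulated data with 200 changed probe sets, 50 at each of 4 sizes. The overlap expected from the shared WT(LPS) arrays was simulated 100 times with unchanged groups.

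The gene lists, 27 in number, covered cytokines and chemokines, the IL-10 and STAT3 response, the type I interferon response, antigen presentation, arginine metabolism, glycolysis, the TCA cycle, oxidative phosphorylation (complex I, complex II, and complexes III, IV and V), mitochondrial fusion and fission, the NRF2 and HIF-1 responses, fatty acid oxidation, cholesterol biosynthesis, cholesterol efflux, lysosomes, macrophage identity, known miR-155 targets, the cell cycle, the unfolded protein response and markers of 6 kinds of other cells. They were tested with romer (9999 rotations, mean statistic, donor block) on the brightest probe set of each gene among those with 1 symbol, adjusted over lists and both directions within a comparison. Beside each list stands the adjusted p of camera with an estimated correlation between genes, where romer called it. Lists, alternatives and the rule for naming genes were fixed before the data were examined, while the positions of genes in Fig. 1b had been seen when the rule was written.

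The alternatives were no block, the replicate number or the donor as a fixed block, only the arrays of the groups compared, only probe sets with a mean log2 value of at least 6, an intensity trend with robust hyperparameters, array weights, arrays centred on their medians, a second quantile normalization, sex-linked probe sets kept, each array left out in turn, a 1.5-fold limit, selection at an adjusted p under 0.05, and for lists camera with a preset correlation of 0.01 or an estimated one, fry, romer without the block, and the mean over the probe sets of a gene. Leaving out both arrays of WT donor 1 was added after the data were examined. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9. Matches to the miR-155 seed in 3′UTRs and the C5 Gene Ontology sets were not analysed here. The results of some genes are not reported here.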

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

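The tests of the stromal markers, of degraded RNA and of the miR-155 target list were chosen after the values were seen. So were the comparison of *miR-155*-/-(LPS + IL-10) with WT(LPS + IL-10) as a count, the count of opposite overlaps, the overlaps with different WT(LPS) arrays, the fit without WT donor 1 and the donor as a fixed block for the difference between genotypes.

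The IL-10 effect was tested for a difference between genotypes, which the paper does not do. In that test 15 probe sets passed an adjusted p of 0.05. In all 15 the log2 change with IL-10 was more negative in *miR-155*-/- than in WT BMDM. The directions depend on the setting: 52 of 87 were higher at a mean of at least 6. With the intensity trend and robust hyperparameters 34 of 105 were higher, and with the donor as a fixed block 2 of 9. The chemokine *Cxcl11* differed by −5.24 (adjusted p = 0.0292, up to 0.234 with 1 array left out) and *Shisa3* by −5.13 (adjusted p = 0.0012, up to 0.0346). The arginine transporter *Slc7a2* differed by −2.86 (adjusted p = 0.0292, up to 0.191), the prostaglandin synthase *Ptgs2* by −2.76 (adjusted p = 0.0326, up to 0.204) and the repressor *Gfi1* by −2.27 (adjusted p = 0.044, up to 0.272). In WT cells with LPS and with LPS + IL-10, *Shisa3* read 1.77 and 1.87, *Gfi1* 2.34 and 2.13 and *Cxcl11* 3.18 and 2.57, where the 5th percentiles of the arrays were 1.53 to 1.61. So near the lowest signals there was little room for a fall in WT, and for these 3 genes the test does not separate the genotypes' responses to IL-10. Without any 1 array, *Shisa3* was the only one of these 5 genes to pass each time, and the count was 1 or 2.

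The paper does not report on the *miR-155*-/-(LPS + IL-10) arrays as a comparison of their own. Against *miR-155*-/-(LPS), 1206 probe sets passed an adjusted p of 0.05 (568 higher, 638 lower), and against WT(LPS + IL-10) 32 did (17 higher, 15 lower). Leaving out 1 array gave 112 (without *miR-155*-/-(LPS) replicate 1) to 814 probe sets for the first and 2 to 13 for the second.

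Fibroblast and stromal markers were higher in both arrays of WT donor 1, by a median of 3.97 log2 units over the highest other donor, a signal in genes that the paper does not discuss. Stromal cells in the cultures of WT donor 1 cannot be told apart from other sources of these transcripts, since the markers that would test this are the pattern itself, and *Lum* was not raised there (−2.26). Degraded RNA was tested with the 3′ minus 5′ signal of *Actb*, whose mean in these arrays lay 0.28 below the highest other array (−0.28). It was 0.69 and 0.84 in these arrays and 0.71 to 1.04 in the others. For *Gapdh* it was 0.50 and 0.52, against 0.48 to 0.71. The values lay within or below the range of the others, which argues against degraded RNA as far as these transcripts show it. No biological explanation was tested, because the labels give nothing that sets this donor apart.

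Many genes passed in *miR-155*-/-(LPS) against WT(LPS), and sex, which goes with genotype here, stays an open and untested biological difference. For WT donor 1 as the whole cause, 79.2% of the 659 kept their direction with a log2 difference over 1 against WT donor 2 alone. The differences of these do not rest on WT donor 1 alone, but the calls favour probe sets alike in both WT arrays, which raises this share. The fit without this donor leaves 1 array in each WT group, with the spread taken from the knockout arrays only, and cannot decide the question. What this donor adds to the calls that ended without it stays open. Strain variants beside the knocked-out locus cannot be told apart: 98.9% of the 453 called genes lay outside the 50 measured genes on either side of Mir155 in the order of GRCm38.p6, but these are only 100 of 18183 genes, so the bound of the test was met by design, and variants that act on distant genes were not tested. Of the 100 neighbours 5 were called (Fisher's exact test, p = 0.105): *Tbc1d23* (1.11), *Dcbld2* (1.58), *St3gal6* (1.55), *Pros1* (−1.64) and *Mrpl39* (−1.40). Loss of repression of miR-155 targets cannot be told apart from no such effect, with romer adjusted p = 0.4135 for a rise of 23 targets that went both ways.

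More probe sets were selected in opposite directions by IL-10 and by loss of miR-155 than in the same one, 117 against 36, a count that the paper does not give, with 82 lower with IL-10 and higher in *miR-155*-/-(LPS), and 35 the reverse. They included 13 interferon genes, by the brightest probe set of each, in the first set and *F13a1* (1.82 and −5.64), *Itga1* (2.31 and −4.17), *Cacna1d* (2.01 and −2.83) and the choline dehydrogenase *Chdh* (1.93 and −2.69) in the second. The shared WT(LPS) arrays were looked at as a cause by simulation and with different WT(LPS) arrays. Unchanged groups simulated against shared arrays gave 3.01 opposite and 37.93 same-direction probe sets on average, in shorter lists than those observed. With a different WT(LPS) array in each comparison, opposite overlaps at a log2 difference over 1 outnumbered same-direction ones by at least 64. These were 100 against 36, and 242 against 65 with the 2 WT donors exchanged. Because sharing adds same-direction overlaps, neither the simulation nor this count could have shown it as the cause. No conclusion is drawn from them. A single array was excluded, since the excess of opposite over same-direction probe sets was at least 43, without WT(LPS) replicate 2. The sex of the animals stays an open and untested difference.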

How the results depend on the processing

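Leaving out both arrays of WT donor 1, the donor as a fixed block for the difference between genotypes, and all settings of the *miR-155*-/-(LPS + IL-10) against WT(LPS + IL-10) count and of the opposite overlap were chosen after the data were seen. Leaving out an array leaves 1 array in a group, which is assumed to vary like the others, and the donor as a fixed block gives no contrast of *miR-155*-/-(LPS) with WT(LPS). The miR-155 seed results and their alternatives were not run, since 3′UTRs were not used here. The causes of the shifts were not tested.

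Probe sets at an adjusted p under 0.05 from limma are given in the order IL-10 in WT (14), *miR-155*-/-(LPS) (659), IL-10 in knockout cells (1206), the difference of the IL-10 effect (15) and *miR-155*-/-(LPS + IL-10) against WT(LPS + IL-10) (32). With no block, IL-10 in WT gave 0 (2839 at an unadjusted p under 0.05), IL-10 in knockout cells 492 and the difference 1. With the replicate number as a block these were 0 (3022 unadjusted), 520 and 2. With the donor as a fixed block, IL-10 in WT gave 66, the 14 included, and the difference 9, sharing 5. With only the arrays compared, IL-10 in WT gave 0 (2752 unadjusted), *miR-155*-/-(LPS) 77 and *miR-155*-/-(LPS + IL-10) against WT(LPS + IL-10) 2. With probe sets of a mean of at least 6, the counts were 327, 1523, 3183, 87 and 215, sharing 11, 424, 796, 2 and 21. With the intensity trend and robust hyperparameters they were 244, 1570, 2422, 105 and 295, sharing 14, 647, 1185, 15 and 32. Array weights gave 4 for IL-10 in WT, 2410 for IL-10 in knockout cells and 8 for the difference. Centring gave 49 for IL-10 in WT (55.1% higher, against 28.6%) and a second quantile normalization 8. Without WT donor 1, IL-10 in WT gave 8 (2 shared), *miR-155*-/-(LPS) 260 (180 shared) and the difference 2. With each array left out in turn, IL-10 in WT gave 0 (2522 to 7082 unadjusted), *miR-155*-/-(LPS) 53 (without *miR-155*-/-(LPS) replicate 1) to 478, IL-10 in knockout cells 112 to 814, the difference 1 to 2 and *miR-155*-/-(LPS + IL-10) against WT(LPS + IL-10) 2 to 13.

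The selections numbered 310 for IL-10 in WT, 1135 for *miR-155*-/-(LPS), 36 in the same and 117 in opposite directions. At a mean of at least 6, IL-10 in WT, *miR-155*-/-(LPS) and the same direction gave 189, 595 and 16. At a 1.5-fold limit the 4 numbers were 1310, 3191, 144 and 390, and at an adjusted p under 0.05 with a log2 fold change over 1 in size 14, 550, 1 and 9. Without WT donor 1, IL-10 in WT gave 1037 (282 shared) and the same direction 97 (32 shared). With 1 array left out they lay between 269 and 799 (without WT(LPS + IL-10) replicate 1), 1065 and 1895 (without WT(LPS) replicate 2), 28 and 86 (without WT(LPS) replicate 1), and 91 and 134.

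Of 27 lists, romer called 4 for IL-10 in WT, 3 for *miR-155*-/-(LPS) and 6 for IL-10 in knockout cells. Camera with a preset correlation called 9 for IL-10 in WT and 11 for *miR-155*-/-(LPS), and with an estimated correlation 0, 0 and 1 in the same order. Fry called 7 for *miR-155*-/-(LPS) and 10 for IL-10 in knockout cells, the mean over probe sets called 10 for the latter, and without WT donor 1 romer called 6 for *miR-155*-/-(LPS). The log2 fold changes in *miR-155*-/-(LPS) of 4 genes that were not called changed sign: *Hif1a* with centring (0.0207), without WT donor 1 (0.0499) and over arrays left out (−0.0934 to 0.0477), *Stat3* in the same settings (0.0285, 0.0765, and −0.16 to 0.13), and *Sdhd* (−0.12 to 0.0127) and *Sdha* (−0.16 to 0.0112) over arrays left out. Over all other named genes and settings, 2944 values stayed on their side of the threshold, 750 no longer passed and 60 newly passed.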

Differences from the paper's values

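The alternatives set before the data were examined did not include other probe sets of *Vcam1* and *Il1rn*, and the values of these below were looked up afterwards.

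For *Vcam1* in WT(LPS + IL-10) against WT(LPS), the paper's value is about −2.1 in Fig. 1b, read by eye, and the value here is −1.47 (replicate SD 0.28). It differs under each of the alternatives set before the data were examined that give a value for it (a mean of at least 6 leaves its probe set out). Another of its probe sets, chosen after seeing the values, gives −2.06, which ranged from −3.42 to −0.70 with 1 array left out. For *Il1rn* in WT(LPS + IL-10), the paper's value is about 0.4 in Fig. 1b, read by eye, and the value here is 0.15, which differs under each of them that gives a value too, while another of its probe sets, chosen after seeing the values, gives 0.39. For *Il1rn* in *miR-155*-/-(LPS), the paper's value is about 0.8 in Fig. 1b, read by eye, and the value here is 0.32, which differs under each of them that gives a value as well (the donor as a fixed block gives none), while the dimmest of its probe sets, chosen after seeing the values, gives 0.84. The counts of 14 higher and 22 lower probe sets in both comparisons match those of Fig. 1b, and *Cxcl10*, *Il6*, *Il4ra*, *Tnf* and the miR-155 host gene lie within the replicate spread of their values there.

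The paper reports that the largest share of genes in its gene set test lay in metabolic pathways. With the 27 lists used here instead of its Gene Ontology sets, romer called 1 metabolic list, glycolysis in WT(LPS + IL-10) (median 0.17, adjusted p = 0.0018, and adjusted p = 0.176 with an estimated correlation), and otherwise interferon, antigen presentation, cytokine and IL-10 response genes. Camera with an estimated correlation called 0 lists in either comparison. The paper predicted an anti-inflammatory state of *miR-155*-/-(LPS) BMDM, while *Cxcl10* (3.39) and the cytokine list (median 0.53, adjusted p = 0.0018, and adjusted p = 0.0900 with an estimated correlation) were higher there than in WT(LPS), as *Cxcl10* and *Il6* also are in Fig. 1b. The paper describes female mice, while *Eif2s3y*, on the Y chromosome, reads 10.07 to 10.73 on the knockout arrays, whose labels say male.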

Other observations

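The comparison of *miR-155*-/-(LPS + IL-10) with WT(LPS + IL-10) as a count and the values without WT donor 1 in this part come from tests chosen after the data were seen.

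In *miR-155*-/- BMDM, IL-10 raised cell cycle and cholesterol biosynthesis genes and lowered interferon, antigen presentation, cytokine and NRF2 genes, by romer. Camera with an estimated correlation called only the antigen presentation list among these (adjusted p = 0.0484). Of 29 cell cycle genes, 10 were higher than in *miR-155*-/-(LPS) and 19 did not pass (23 higher when adjusted over the list alone). Of the 29, 28 were positive and the median was 0.76 (romer, adjusted p = 0.0027, and adjusted p = 0.414 with an estimated correlation). The survivin gene *Birc5* rose by 2.58 (adjusted p = 0.013, up to 0.126 with 1 array left out) and the ribonucleotide reductase subunit *Rrm2* by 2.47 (adjusted p = 0.0106, up to 0.0954). The mitotic kinesin *Kif11* rose by at least 2.03 from a low 2.88 (adjusted p = 0.0349, up to 0.243) and cyclin A2 (*Ccna2*) by 2.15 (adjusted p = 0.0489, up to 0.263). For most genes named with IL-10 in *miR-155*-/- BMDM, the highest adjusted p came without *miR-155*-/-(LPS) replicate 1. The 3′ minus 5′ signal was lower with IL-10 in both knockout donors, for *Actb* (0.71 and 0.76 against 0.83 and 1.04) and *Gapdh* (0.51 and 0.49 against 0.71 and 0.57), and what this adds to the changes stays open. *Pclaf*, a PCNA-binding factor outside the list, rose by at least 3.79 from a low 2.94 (adjusted p = 0.0077, up to 0.0833). Of 20 cholesterol biosynthesis genes, 4 were higher and 16 did not pass (14 higher over the list alone). All 20 were positive and the median was 0.59 (romer, adjusted p = 0.0119, and adjusted p = 0.414 with an estimated correlation). The sterol reductase *Tm7sf2* rose by 1.45 (adjusted p = 0.00996, up to 0.108) and *Stard4* by 1.17 (adjusted p = 0.00663, up to 0.0832). Squalene epoxidase (*Sqle*) rose by 1.14 (adjusted p = 0.0301, up to 0.185) and the regulator *Srebf2* by 0.85 (adjusted p = 0.0428, up to 0.219). Of 19 NRF2 targets, 3 were lower and 16 did not pass (1 higher and 6 lower over the list alone). Their median was −0.23 (romer, adjusted p = 0.0306, and adjusted p = 0.418 with an estimated correlation; romer without WT donor 1, 0.212). The cystine transporter *Slc7a11* fell (−2.02, adjusted p = 0.00441, up to 0.0586), as did malic enzyme *Me1* (−1.26, adjusted p = 0.0202, up to 0.173) and the quinone reductase *Nqo1* (−1.08, adjusted p = 0.0423, up to 0.258).

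Of 28 interferon genes, 16 were lower in *miR-155*-/-(LPS + IL-10) than in *miR-155*-/-(LPS) and 12 did not pass (25 lower over the list alone). Their median was −1.27 (romer, adjusted p = 0.0018, and adjusted p = 0.391 with an estimated correlation). *Isg20* fell (−2.78, adjusted p = 0.00265, up to 0.0422), as did *Ifit2* (adjusted p = 0.0341, up to 0.207). *Gbp3* fell (−2.72, adjusted p = 0.00438, up to 0.0586), as did *Gbp2* (−2.52, adjusted p = 0.00547, up to 0.0681). *Ifit1bl1* fell (−6.11, adjusted p = 0.00233, up to 0.0336), as did *Cxcl11* (by at least 5.86, to 2.76, near the lowest signals; adjusted p = 0.00134, up to 0.0262). *Il6* fell (−5.54, adjusted p = 0.0257, up to 0.175), as did *Shisa3* (by at least 5.03, to 1.91, near the lowest signals; adjusted p = 0.000122, up to 0.00973) and *Zfp811* (−4.24, adjusted p = 0.0051, up to 0.0642). Of 17 antigen presentation genes, 8 were lower and 9 did not pass (12 lower over the list alone). Their median was −0.92 (romer, adjusted p = 0.0018, and adjusted p = 0.0484 with an estimated correlation). *H2-Ab1* fell (−2.19, adjusted p = 0.00663, up to 0.0697), as did *H2-Eb1* (−1.57, adjusted p = 0.00759, up to 0.0712). *Cd80* fell (−1.50, adjusted p = 0.01, up to 0.0876), as did *Icosl* (−2.31, adjusted p = 0.0251, up to 0.205). Of the 27 genes of the cytokine and chemokine list, 9 were lower and 18 did not pass (3 higher and 16 lower over the list alone). Their median was −0.58 (romer, adjusted p = 0.0018, and adjusted p = 0.0646 with an estimated correlation). *Cxcl10* fell (−3.53, adjusted p = 0.00251, up to 0.0336), as did *Il1a* (−3.29, adjusted p = 0.0049, up to 0.061) and *Tnf* (−1.04, adjusted p = 0.0267). Whether the IL-10 effect on *Il6* differs between genotypes was tested (−3.56, adjusted p = 0.425).

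Of 18 genes of the IL-10 and STAT3 response, 6 were higher in *miR-155*-/-(LPS + IL-10), 1 was lower and 11 did not pass (7 higher and 2 lower over the list alone). The median was 0.36 (romer, adjusted p = 0.147; fry, 0.0190). *Mrc1* rose by 2.68 (adjusted p = 0.00441, up to 0.0449) and *Il4ra* by 2.39 (adjusted p = 0.0049, up to 0.0606). *Cd163* rose by 1.69 (adjusted p = 0.0215, up to 0.175) and the corepressor *Sbno2* by 1.22 (adjusted p = 0.0119, up to 0.11; 3 of its 4 probe sets in this direction). *Saa1* rose by 3.47 (adjusted p = 0.00551, up to 0.064) and *Itga1* by 3.58 (adjusted p = 0.0259, up to 0.2). *Cacna1d* rose by 3.15 (adjusted p = 0.00603, up to 0.08) and the plasma protein *Ambp* by 3.19 (adjusted p = 0.0115, up to 0.116). Of 21 macrophage identity genes, 4 were higher, 1 was lower and 16 did not pass (5 higher and 3 lower over the list alone), with a median of 0.10 (romer, adjusted p = 0.750; fry, 0.0347). *Cx3cr1* fell (−1.85, adjusted p = 0.0302, up to 0.175) and *Trem2* rose by 1.21 (adjusted p = 0.018, up to 0.163; its other probe set the opposite way).

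Of 21 arginine metabolism genes, 1 was higher with IL-10 in *miR-155*-/- BMDM, 2 were lower and 18 did not pass (2 higher and 2 lower over the list alone), with a median of −0.04 (romer, adjusted p = 0.846). The transporter *Slc7a2* fell (−3.01, adjusted p = 0.00233, up to 0.0336), as did *Gch1* (−1.21, adjusted p = 0.0224, up to 0.17).

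No list of energy metabolism passed romer with IL-10 in *miR-155*-/- BMDM. In the glycolysis list *Aldoc* alone rose (1.00, adjusted p = 0.019, up to 0.166) and 18 genes did not pass, with a median of 0.02 (romer, adjusted p = 0.834). The TCA cycle had a median of 0.06 with none of 25 passing (limma, 6 higher at an unadjusted p under 0.05; romer, adjusted p = 0.282; romer on the mean of probe sets, 0.0031). Complex I had a median of 0.07 (limma, none passing, 3 higher and 1 lower unadjusted; romer, adjusted p = 0.846), complex II of 0.08 (none passing, 2 higher unadjusted; adjusted p = 0.834) and complexes III, IV and V of 0.14 (none passing, 4 higher and 1 lower unadjusted; adjusted p = 0.709). Fatty acid oxidation had a median of 0.05 (limma, none passing, 3 higher unadjusted; romer, adjusted p = 0.750), cholesterol efflux of 0.02 (none passing, 3 higher and 2 lower unadjusted; adjusted p = 0.846) and lysosomal genes of 0.12 (none passing, 4 higher and 1 lower unadjusted; adjusted p = 0.750). In mitochondrial fusion and fission the ubiquitin ligase *Mul1* alone fell (−0.74, adjusted p = 0.0432, up to 0.236), with a median of 0.00 (romer, adjusted p = 0.846). HIF-1 targets had a median of 0.09 (romer, adjusted p = 0.810), with 2 of 19 higher, *Ndrg1* (2.00, adjusted p = 0.00406, up to 0.0469) and *Mxi1* (0.69, adjusted p = 0.0419, up to 0.215). Of 21 genes of the unfolded protein response, 3 were higher, 1 was lower and 17 did not pass (8 higher and 2 lower over the list alone), with a median of 0.15 (romer, adjusted p = 0.256; fry, 0.0190). They were *Pdia4* (1.22, adjusted p = 0.0268, up to 0.156; its other probe set the opposite way), *Sdf2l1* (1.05, adjusted p = 0.0283, up to 0.211), *Dnajc3* (0.95, adjusted p = 0.0199, up to 0.165) and *Asns* (−0.98, adjusted p = 0.0462, up to 0.273). Of the 23 known miR-155 targets, 2 were higher and 21 did not pass, with a median of −0.06 and a mean of 0.05 (romer, adjusted p = 0.846 for a fall). *Il13ra1* rose by 1.13 (adjusted p = 0.0453, up to 0.279).

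No list of other cells passed romer with IL-10 in *miR-155*-/- BMDM. The medians were −0.04 for T and NK cells (adjusted p = 0.846), −0.08 for B cells (adjusted p = 0.846), 0.09 for mast cells, basophils and erythroid cells (adjusted p = 0.810), −0.16 for dendritic cells (adjusted p = 0.256; fry, 0.0190) and −0.10 for stromal cells (adjusted p = 0.868). Of 14 neutrophil markers 2 were higher, *S100a8* (1.59, adjusted p = 0.00261, up to 0.0377) and *Csf3r* (1.09, adjusted p = 0.00886, up to 0.0887), with a median of −0.09 and a mean of 0.07 (romer, adjusted p = 0.810 for a fall).

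With IL-10 present, *miR-155*-/- BMDM differed from WT BMDM in *Lrmda* (−4.31, adjusted p = 8.93e-05, up to 0.00484), *S100a9* (−4.44, adjusted p = 0.0187, up to 0.159) and *Mmp9* (−3.76, adjusted p = 0.00878, up to 0.101). Also lower were *Col18a1* (−2.62, adjusted p = 0.0451, up to 0.311) and *Tmem119* (−1.75, adjusted p = 0.0219, up to 0.175). Higher were *Spn* (4.36, adjusted p = 0.0121, up to 0.137) and *Ms4a4c* (3.35, adjusted p = 0.0121, up to 0.123). The ubiquitin hydrolase *Uchl1* (2.66, adjusted p = 0.0298, up to 0.204), *Nxpe3* (2.54, adjusted p = 0.0391, up to 0.306) and *Siglece* (2.29, adjusted p = 0.0367, up to 0.228) were higher as well. Of these 10 genes, *Col18a1*, *Nxpe3*, *Siglece*, *Tmem119* and *Uchl1* did not pass without WT donor 1, in which stromal markers were high.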
